# Field application of de novo transcriptomic analysis to evaluate the effects of sublethal freshwater salinization on *Gasterosteus aculeatus* in urban streams

**DOI:** 10.1371/journal.pone.0298213

**Published:** 2024-03-13

**Authors:** Camilo Escobar-Sierra, Kathrin P. Lampert

## Abstract

Freshwater salinization poses global challenges for aquatic organisms inhabiting urban streams, impacting their physiology and ecology. However, current salinization research predominantly focuses on mortality endpoints in limited model species, overlooking the sublethal effects on a broader spectrum of organisms and the exploration of adaptive mechanisms and pathways under natural field conditions. To address these gaps, we conducted high-throughput sequencing transcriptomic analysis on the gill tissue of the euryhaline fish *Gasterosteus aculeatus*, investigating its molecular response to salinity stress in the highly urbanized river Boye, Germany. We found that in stream sections with sublethal concentrations of chloride costly osmoregulatory systems were activated, evidenced by the differential expression of genes related to osmoregulation. Our enrichment analysis revealed differentially expressed genes (DEGs) related to transmembrane transport and regulation of transport and other osmoregulation pathways, which aligns with the crucial role of these pathways in maintaining biological homeostasis. Notably, we identified candidate genes involved in increased osmoregulatory activity under salinity stress, including those responsible for moving ions across membranes: ion channels, ion pumps, and ion transporters. Particularly, genes from the solute carrier family SLC, aquaporin *AQP1*, chloride channel *CLC7*, ATP-binding cassette transporter *ABCE1*, and ATPases member ATAD2 exhibited prominent differential expression. These findings provide insights into the potential molecular mechanisms underlying the adaptive response of euryhaline fish to salinity stress and have implications for their conservation and management in the face of freshwater salinization.

## Introduction

Urbanization, as reported by the United Nations Population Division (UNPD), is poised to expand urban land cover by 1.2–1.8 million Km^2^ by 2030 [1]. The negative impacts of this global urban expansion on freshwater habitats and biodiversity have led to the coining of the term "Urban Stream Syndrome" to describe the myriad impacts on streams, including altered channel morphology, highly variable hydrographs, diminished biotic richness, and elevated concentrations of nutrients and contaminants [2–4]. One particularly striking consequence of urbanization is the accumulation of various ions, such as Na^+^, Ca^2+^, Mg^2+^, K+, NO_3_^-^, SO₄^2^-, Br, and Cl^-^, contributing to freshwater salinization—an increasingly pressing issue drawing attention from researchers and policymakers [5–8]. A variety of factors can lead to heightened levels of ion accumulations, including background concentrations in watersheds, as well as human-driven changes in land use, sea level rise, agriculture, road salts, wastewater, and mining [8]. Given this background, the Ruhrgebiet region in Western Germany offers an excellent case study for examining freshwater salinization in urban streams. This area is one of the most densely populated in Europe [9] and encompasses a wide variety of activities that are known to contribute to a higher vulnerability of freshwater systems to salinization. Mining is one of the major threats in this region, with coal extraction requiring the infiltration of groundwater that is subsequently pumped into nearby rivers and streams [10]. As a result, mining water discharge has been recorded to reach chloride concentrations as high as 3500 mg/L in the River Lippe which is 175 times higher than the typical natural background chloride concentrations in the world surface freshwater ecosystems of <20 mg/L [11]. However, the implementation of new management measures and the closure of many mines has led to a significant reduction in concentration, with current levels now below 400 mg/L [10]. Despite this progress, the ongoing inputs from abandoned coal mines in Western Germany continue to contribute to freshwater salinization in the region [12]. Another significant factor contributing to freshwater salinization in the Ruhrgebiet region is the changing land cover. As urbanization has intensified, rivers and wetlands have become increasingly surrounded by impervious man-made surfaces. This has led to a greater runoff of road salts and sewage waters, particularly in urban surface waters which turns them particularly vulnerable to salinization [13].

Most freshwater animals are strictly adapted to low ion concentrations in their surrounding water compared to their internal ion concentrations (stenohaline), and spend a lot of energy for osmoregulation by actively pumping ions inside their bodies and excreting water [14]. Thus, hyperosmotic stress due to freshwater salinization poses a significant physiological challenge to many freshwater animals, including fish which must maintain their ion homeostasis in the face of ion loss through diffusion and water absorption across their permeable membranes [15]. Active membrane transport of ions against concentration gradients is required to maintain internal salt concentrations, and increased environmental salinity above the internal ion concentrations leads to greater energy expenditure for osmoregulation [16]. As a result of the advancement in fish osmoregulation physiology research, and their importance in bio-indication, fisheries, and the economy, fish have become essential models for studying the effects of environmental change [17]. Chloride is widely recognized as the most important anion for osmoregulation in freshwater, making it one of the most commonly used indicators to measure salinity effects on fish [18]. The annual upper chloride mean threshold concentrations in German surface waters, as per the European water directive, range between 40–90 mg/L, with Canada and the U.S. having chronic thresholds of 160 mg/L and 230 mg/L, respectively [11, 19]. However, these thresholds have been based on ecotoxicological tests on a limited number of species that often rely on measuring the salinity effect on endpoint survival and may overlook sublethal effects on non-model species. In ecotoxicology, sublethal effects are defined as those that do not directly cause the death of an individual but rather have an effect on individual fitness (i.e. behavior, cognition, physiology) [20, 21]. This is critical, as it is recognized that one of the major challenges of understanding the impact of environmental change is determining the point at which sublethal responses to stressors begin to adversely impact the organism [22]. Focusing solely on tissue, organ, or endpoint mortality effects and using a limited number of model species may overlook critical information regarding the physiological impacts of sublethal salinity stress on organisms. Moreover, until recently, studies on fish physiology have relied on technologies with reduced resolution and a limited range of species models [18]. Thus, there is a pressing need to apply novel technologies and widen the model species pool to gain a better understanding of the effects of salinity stress on freshwater species.

In this context, the application of molecular techniques has greatly improved our understanding of the toxicity mechanisms of major anthropogenic ions in various fish species at high resolution. This development aligns with the recent scientific consensus on the analysis of the response of fish to environmental stressors at different levels, including molecular gene expression and potential adaptation [23]. Furthermore, the molecular adaptation to salinity by freshwater species has been identified as one of the major gaps in the research agenda of global freshwater salinization, and transcriptomic technologies have been proposed as a promising approach to tackle it [6]. Transcriptomics allow capturing a snapshot in time of the total gene expression (mRNA) present in a cell under a given condition [24]. And as noted by Connon et al., (2018) [25], can reveal sublethal stress thresholds that extend beyond the negative impacts on individual and population fitness. This provides a more comprehensive understanding of species’ habitat requirements, which in turn facilitates their management. Recently, transcriptomics has been applied to identify the function of novel and conserved genes and the underlying pathways of salinity stress in fish species such as *Lateolabrax maculatus*, *Poecilia reticulate*, *Pseudopleuronectes yokohamae*, *Lates calcarifer*, *Acipenser baeri*, *Oreochromis mossambicus* female × *O*. *urolepis hornorum* male, *Oncorhynchus keta*, and *Gasterosteus aculeatus* [26–33]. While the studies previously cited have provided insight into the mechanisms underlying tolerance thresholds and adaptations to osmotic stress, they have been limited by their reliance on laboratory manipulations and exposure to salinity concentrations that exceed sublethal thresholds. As highlighted by Whitehead & Crawford (2006) [34], it is crucial to investigate expression variation in ecological contexts to fully comprehend the role of gene expression in the adaptive response to environmental stressors. Under natural conditions, organisms are exposed to a variety of fluctuating environmental signals, providing a valuable opportunity to discern gene expression patterns that are not discernible under laboratory conditions [35].

The threespine stickleback (*Gasterosteus aculeatus*) is an opportunistic species that has demonstrated an exceptional capacity for adaptation to diverse aquatic habitats and is widely distributed in the Ruhrgebiet region in Western Germany. One key trait that has enabled this species to thrive in various environments and colonize systems throughout the Northern Hemisphere is its ability to regulate its osmotic balance in response to changes in salinity (Euryhalinity) [36]. Even landlocked freshwater populations of stickleback, which have been separated from the marine environment for thousands of years, possess the osmoregulatory machinery needed to handle abrupt changes in salinity [37]. This suggests that sticklebacks have maintained their physiological adaptation to saltwater despite repeated colonization of freshwater habitats. Their wide distribution and adaptability have made them an important model in the study of adaptive evolution and have been subject to the development of large-scale genetic and genomic resources [38]. Furthermore, experimental evidence has shown that their gill transcriptome responds to subtle changes in environmental salinities within the freshwater range [28]. Although their euryhalinity suggests they can tolerate the salinity changes, it has been noted that the activation of the hyperosmotic osmoregulatory mechanisms comes at a high energetical cost [39]. Cellular remodeling, enzyme expression, and transport protein synthesis linked to salinity changes have been estimated to account for 20–68% of the total energy expenditure in certain fish species [40]. These costs may drive the need for physiological and behavioral optimization to minimize energy expenditure, resulting in narrow physiological tolerance windows and behavioral avoidance of salinities outside the optimal range [39, 41]. However, there is still a lack of knowledge on the molecular mechanisms underlying this species’ responses to salinity stress. Therefore, the threespine stickleback provides an excellent model for studying the mechanisms underlying the osmoregulation of a euryhaline opportunistic species under sublethal salinity concentrations.

Taking into consideration the research gaps and opportunities introduced above, we designed a study with the objective of understanding the physiological effects on *G*. *aculeatus* under subtle changes in concentrations of chloride from anthropogenic sources in the field. We are shifting our focus from controlled manipulative studies to the application of transcriptomics in environmental field research. Specifically, we aim to understand how the salinity gradient in the urban stream affects the gene expression profile in the gills of *G*. *aculeatus*, with a particular focus on pathways related to osmoregulation. We hypothesize that the salinity gradient in the urban stream will affect the gene expression profile of *G*. *aculeatus* gills, with an enrichment of osmoregulation-related pathways. To test this hypothesis, we sampled fish from an urban stream in North Western Germany with a historical salinization influence at three stations along a salinity gradient. We then evaluated the transcriptomic fingerprint of *G*. *aculeatus* gills, performed a comparative transcriptomic study, evaluated the gene ontology of the differentially expressed genes and identified candidate genes related to osmoregulation. Ultimately, our goal was to utilize de novo transcriptomic analysis to gain insights into the impact of sublethal freshwater salinization on this euryhaline species in urban streams. This research not only aims to uncover molecular adaptation mechanisms but also to contribute in broadening the range of model species used in the study of sublethal effects of salinity stress on freshwater organisms.

## Material and methods

### Sampling design

We choose three stations in a gradient of chloride concentration in two tributaries and in the main channel of the river Boye (Fig 1). The station with the highest salinity of the stations is in the Kirchschemmsbach, a stream that has historically affectation by salinity intrusion (Station C). Followed by the main channel of the Boye in its confluence with the Kirchschemmsbach (Station A). Station B is a station in a stream close to the other stations but with no historical or present influence of secondary salinization. It was therefore used ascontrol site. The chloride concentrations in the period of sampling for station B were 12.9 mg/L, Station A 26.4 mg/L, and station C 32.0 mg/L. In the sites that we sampled, the concentration was below the annual chloride mean upper threshold from German streams in the central highlands which is in the range of 40–50 mg/L [12]. And below the reported chronic or acute toxicity level for species such as trout and fathead minnow [42]. However, both stations A and C are above the typical Cl^−^ concentrations from natural sources in surface freshwater ecosystems that are in general below 20 mg/L [11].

**Fig 1:**
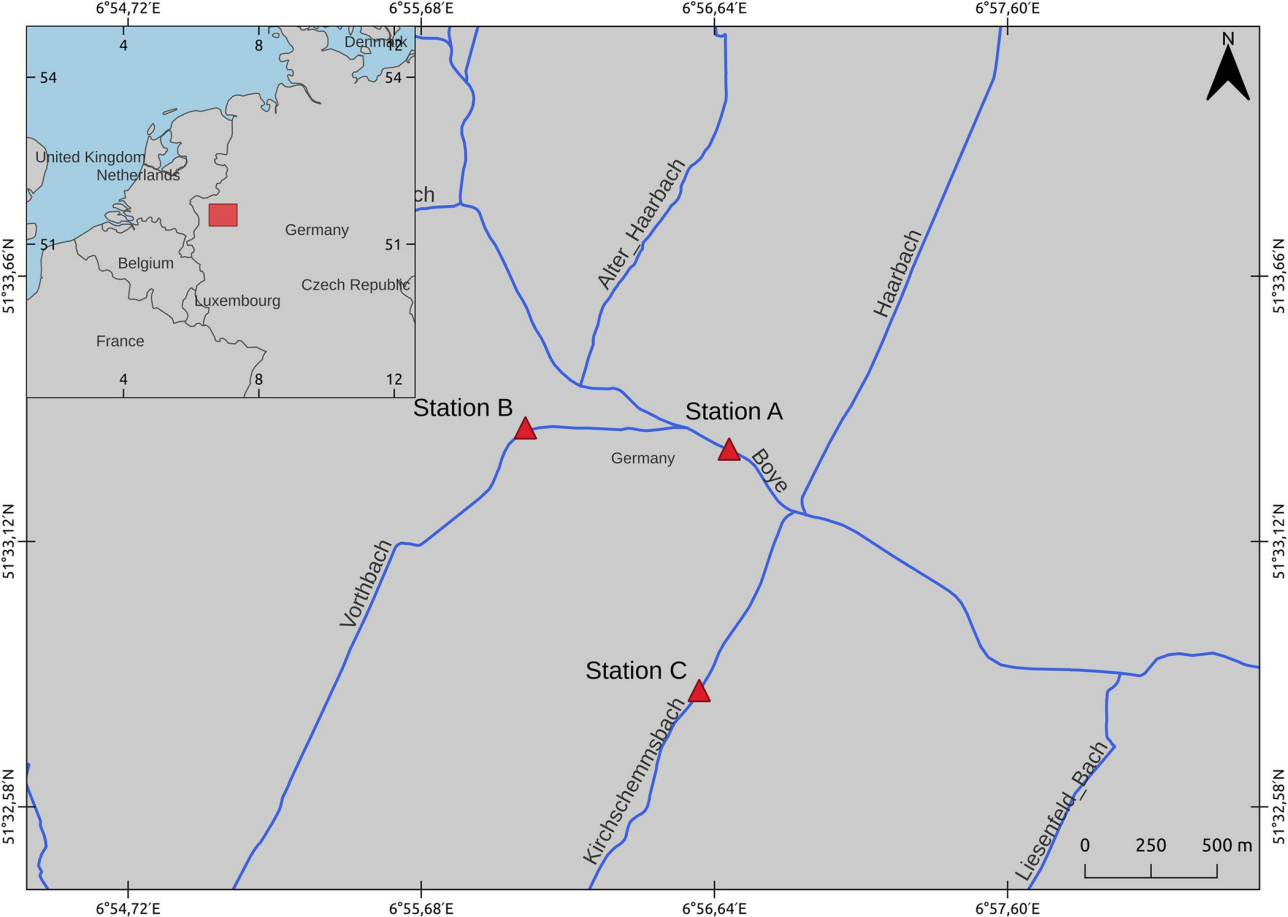
Location of the sampling station in the Boye catchment. The Chloride concentrations in the period of sampling for the upstream station B (Control) are 12.912 mg/L. And the two downstream treatment stations: Station A 26.378 mg/L, and station C 32 mg/L.

*Gasterosteus aculeatus* (Linnaeus) individuals were sampled using electrofishing equipment. Fishing and electrofishing permits were given by the Untere Fischereibehörde Kreis Recklinghausen (Genehmigung_Recklinghausen_20210824) and the Emschergenossenschaft (Genehmigung_EGLV_Entnahme_20210901114640736). Fish were then quickly euthanized using an overdose of tricaine methanesulfonate (MS222) before harvesting the gill tissue, immediately fixing it in RNAprotect (QIAGEN), and storing it at -20°C. In total nine samples were obtained, three from the control (Station B), three from the mid-salinity station (Station A), and three from the high-salinity station (Station C).

### RNA isolation and Illumina sequencing

The fixed tissue of each sample was homogenized in a solution of buffer 700μl RLT with a 10μl:1ml concentration of β-mercaptoethanol in a FastPrep-24™ (MP Biomedicals) bead beater during 30s at 5 m/s in a screw cap vial with 1mm diameter glass beads. Afterwards, the RNA was extracted using a RNeasy Mini Kit (QIAGEN) following the manufacturer’s instructions. The quality of the extractions was checked using a Nanodrop 1000 Spectrophotometer (Peqlab Biotechnologie, Germany), ensuring that the concentration was >50ng/μl, and that OD 260/280 = 1.8–2.1, and OD 260/280>1.5. Next, the RIN^e^ value quality was assessed using the RNA ScreenTape system in an Agilent 2200 TapeStation, ensuring that the samples had a RIN^e^ score over 7.0. An Illumina Tru-Seq™ RNA Sample Preparation Kit (Illumina, San Diego, CA, USA) was applied in generating sequencing libraries following the manufacturer’s protocol. After purifying, Illumina sequencing was carried out on an Illumina/Hiseq-2500 platform (Illumina, San Diego, CA, USA) to generate 100 bp paired-end reads with 50 million reads depth by the Cologne Center for Genomics (CCG), Germany. The choice of read depth followed CCG technical advice, which estimated that given a published genome size of approximately 200,000 genes, this read depth would be adequate for constructing a de novo transcriptome with nine biological replicates.

### Sequence quality control, de novo assembly, and annotation

Raw sequences of all nine samples were checked in FASTQC [43] for quality, followed by a quality improvement via an adaptor and low-quality reads filtering using TRIMMOMATIC, with a threshold of phred + 33 quality score of at least 25 for all bases, and a minimum length of 50 bp for all reads kept for downstream analyses [44]. TRINITY v2.9.1 [45] was used to create a de novo assembly using the nine pairs of clean sequences. The reads of the raw nine paired sequences were aligned to the de novo transcriptome using SALMON [46] as the abundance estimation method. BUSCO v5.2.2 [47] was used to assess transcriptome assembly completeness by searching against the actinopterygii_odb10 (Creation date: 2021-02-19) dataset. The expression matrix was generated and the low expressions transcripts (minimum expression of 1.0) were filtered using TRINITY v2.9.1, the expression levels were normalized as transcripts per million transcripts (TPM). Identification of likely protein-coding regions in transcripts was performed with TRANSDECODER v5.5.0 [48]. The filtered transcriptome sequencing reads were aligned to protein, signal peptides, and transmembrane domains using the tools, DIAMOND v2.0.8 [49], SIGNALP 6.0 [50], TMHMM v2.0 [51], and, HMMER v3.3.2 [52]. The de novo transcriptome was then functionally annotated using the tool TRINOTATE v3.2.2 [45].

### Differential gene expression analysis

Before the differential gene expression analysis, the SALMON tool was used to align the clean reads of the three sites to the filtered transcriptome and the mapping rate was calculated. The mapping tables were merged according to the stations and using TMM [53] normalization. Differential expression analysis with three biological replicates of the two stations with higher chloride (A and C) were compared to the reference condition (Station B) using the DESeq2 [54] package, the fold change cut-off was set at >2, and the FDR≤0.05. This analysis assesses thousands of gene expression differences between the two stations and the control. Therefore, the incorporation of the false discovery rate (FDR) within DESeq2 is essential for mitigating type I errors, making it a widely accepted standard in genomics for correcting false positive results in differential expression analysis [55, 56]. A heatmap plot using GGPLOT2 [57] was used to represent the differentially expressed genes (DEGs) between each treatment and the control site. The significant upregulated and downregulated DEGs ontology terms were annotated and a gene ontology (GO) pathway enrichment analysis was performed using ShinyGo [58] (version 0.61). An enrichment analysis finds the GO terms with unbalanced distribution between two groups of genes or probe sets. To account for multiple testing issues, a FDR correction was performed on the P-values of this comparison to control falsely rejected hypotheses [59]. The genes identified in the GO analysis to be related to the pathways involved in osmoregulation were extracted and listed. The assembly was performed in the High-performance computing system of the university of Cologne (CHEOPS) and the rest of the analysis was performed using the Galaxy project platform [60].

### RNA-seq qPCR validation

To validate the results from the RNA-seq analysis, a subset of eight osmoregulation-related upregulated genes was chosen and assessed via real-time quantitative PCR analysis (qPCR). The primer design was performed using the Primer-Blast software [61], and all primer sequences are listed in Table 1. Firstly, reverse transcription of the total RNA samples was performed using the ReverAid first-strand cDNA synthesis kit (Thermo Scientific), and the resulting cDNA was diluted 10-fold and used as a template for qPCR. The qPCR was performed using PowerUp™ SYBR™ Green Master Mix in a StepOne Real-Time PCR system following the manufacturer’s indications. The qPCR was carried out in triplicate for each sample with a final well volume of 20μl. An initial 10-minute hot start at 95°C, followed by 45 cycles of 30 seconds of denaturation at 95°C and 1-minute annealing at 59°C. Followed by a melting curve ranging from 60°C to 95°C with data acquisition every 0.3°C. Each gene was assessed using the 2^-△△Ct^ method, with *GADPH* as the housekeeping gene for normalization, the optimized sequence for the gene was obtained from [37]. Finally, the sample with the lower expression of the control station was used as the reference to compare the expression.

**Table 1:** Primer sequences used for differentially expressed genes used for qPCR validation.

Genes	Forward primer	Reverse primer
PTPN3	GCTGATTTGGGCTACGGTGC	GTGTGTACGGCCATTCTGCG
ANO10	AACACGGGGACAGTGAGGAG	CCGAACGGACGCCTACAAGA
ANO9	CGCCTCCACCTTTGTTTCCG	CATCGGTGAGGAGGAGGCAA
AQP1	CGGTCGCTGGAGCTCTGTAA	GGAAACGGGAGCACCAGACT
NEDD4	GTGTGGGTCGTAGCCACTGT	TGATGTCGAGCAGCCTGGAT
PTPN6	TGTGCAGACAAGCGTAAGCC	CTGCAGCGTAGTGGGGAAGT
SH3BP2	GTCTTCTTTCGGTCCAGCCG	GTGTCGGCGCTGTTCTCCAT
SLC9B2	GAGCCTGTGGAGAAGGCGAT	GTGGTCCCCTCCATGTTGCT

## Results

### Sequence quality control, de novo assembly, and annotation

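Gill RNA of 9 wild sticklebacks was sequenced, with 3 fish from each of the stations B, A and C and no pooling of fish. In the paper the chloride concentration was 12.9 mg/L at the reference station B, 26.4 mg/L at the mid-salinity station A and 32.0 mg/L at the high-salinity station C, and the sample labels give 12.912, 26.378 and 32 mg/L. The authors trimmed the reads, assembled the reads of all fish de novo with Trinity, removed transcripts with low expression and estimated the number of reads of every remaining transcript in every fish with Salmon. Their deposited values are these estimated counts per transcript, not normalized between fish. The counts summed to 38806347, 32417172 and 35418549 in replicates 1, 2 and 3 of station B, to 22049066, 38378454 and 32391242 at station A, and to 35193784, 35003957 and 46214540 at station C. The read numbers of the paper are those before and after quality control, while all values given here rest on the summed counts. A transcript was taken as absent from a station when each of its 3 fish had at most 3 counts, which is between 0.0649 and 0.136 CPM (counts scaled to a common library total) depending on the fish, and this limit covers counting error only.
The counts were rounded to whole numbers. Each comparison was fitted on its 6 fish with the quasi-likelihood test of edgeR, after edgeR's filter on low counts and TMM normalization. Transcripts counted as differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change above 2. The Wald test of DESeq2, the tool named in the paper, was applied beside it to transcripts above 1 CPM in at least 2 of the 6 fish. That setting was chosen after seeing that the quasi-likelihood test called no transcript and that its own number of calls came close to the paper's. On counts simulated with the spread of the real fish, the quasi-likelihood test recovered 0 of 100 transcripts changed 8-fold and 0 of 100 transcripts removed from 1 group, among 47537 tested. DESeq2 recovered 53 and 90 of them, and also called 474 unchanged transcripts among 41155 tested. When the simulated dispersion was lowered to 0.05, both tests recovered 100 of 100 of either kind, with 11 and 13 unchanged transcripts called.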

The RNAseq was performed on the library products from the gill of *G*. *aculeatus*, resulting in an average of 47,945,147, 64,032,899.33, and 68,881,883.67 total reads from stations A, B and C respectively. The quality score %Q30, which states the sum of the reads with a base call accuracy of 99, 9% was 99.32%, 99.36% and 99.37% respectively. After quality control, an average of 44,571,717, 59,441,980.67 and 64,633,936 were retained for stations A, B and C respectively. All the retained reads had >Q30. The assembly with all sequences produced a raw transcriptome of 559.3mb, with a N50 of 3797bp, with 3319 complete BUSCO’s and a completeness of 91.2%. The transcriptome was filtered for low-expression transcripts, and from a total 340418 in the raw transcriptome, 98643 were retained (28.98%). The filtered transcriptome outcome was 182.4mb of sequences, with a N50 of 3735bp, 2334 complete BUSCO’s and a completeness of 64.1%. 

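The transcripts of the filtered assembly belong to 53675 assembled genes, the units into which Trinity groups transcripts that share sequence. Of these, 39932 have 1 transcript, while 13743 have 2 or more, up to 26, and hold 58711 transcripts or 59.5% of the total. Salmon divides reads that match several transcripts among them, and 48.8% of the deposited values are whole numbers. Gene names are those of the closest protein in other species, as the authors' annotation gives them.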

In total 50155 transcripts were annotated which represents 50.8% of the de novo transcriptome.

### Differential gene expression analysis

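Divided by the average number of reads that the paper gives as retained for each station, the summed counts came to 59.8% ± 5.38 at station B, 69.4% ± 18.5 at station A and 60.04% ± 9.93 at station C (SD, n = 3 fish). Each fish was divided by its station's average, so the SD is the spread of the summed counts and not of mapping rates. The value of station A is above the paper's mapping rate of 60.68%, while stations B and C are close to theirs. Transcripts that passed the filter on low counts over all fish, 57930 in number, held between 98.5% and 99.4% of the counts in 8 of the fish and 84.2% in station C replicate 2. The 10 most abundant transcripts took between 10.2% and 24.8% of the counts, with the highest share in station C replicate 2.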

The mapping rate of the individual sequences to the filtered transcriptome was an average of 60.68%, 59.78% and 60.18% on stations A, B and C respectively. 

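For station A against station B, edgeR's quasi-likelihood test covered 51121 transcripts and called 0, with a smallest Benjamini-Hochberg adjusted p of 0.171 and 1748 transcripts (3.42%) at an unadjusted p under 0.05. DESeq2 with the CPM filter called 626 of 45101 transcripts, 306 higher and 320 lower at station A. With edgeR's filter DESeq2 called 579, and with the CPM filter and a log2 fold change above 2 it called 507. Leaving out a fish raised the number of DESeq2 calls every time, from 1051 without station B replicate 1 to 1818 without station A replicate 3. Between 72.8% and 88.5% of the 626 transcripts were called in the same direction in these 6 fits. DESeq2's default filter on outlying counts gives some transcripts no p and does not act alike when a group has fewer fish. The numbers of calls in these fits are therefore not like for like with the 626.
Of the 626 transcripts, 346 (55.3%) were absent from a station, 153 of them from station B and 193 from station A. In 337 of the 346 cases the assembled gene had other transcripts, and its summed level changed by a median log2 of 0.06 in the direction of the called transcript. A transcript with a small share of its assembled gene hardly moves the sum, so this median does not show that other transcripts replaced it. When counts were summed per assembled gene, DESeq2 called 188 of 17000 genes, 114 higher and 74 lower. The quasi-likelihood test on the same sums called 0 of 21721 genes, with a smallest adjusted p of 0.0556 from edgeR and 1245 genes at an unadjusted p under 0.05.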

When comparing the station with mid-salinity (A) with the reference site (B), a total of 627 genes (306 down- and 321-regulated) (Fig 2). For the comparison of the station with high-salinity (C) with the reference site (B), a total of 611 genes (270 down- and 341regulated) (Fig 3). 

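For station C against station B, the quasi-likelihood test of edgeR called 0 of 51856 transcripts, with a smallest Benjamini-Hochberg adjusted p of 0.253 and 1404 transcripts (2.71%) at an unadjusted p under 0.05. DESeq2 with the CPM filter called 611 of 45053 transcripts, 270 higher and 341 lower at station C. With edgeR's filter its number was 729, and with a log2 fold change above 2 it was 499. Without station C replicate 2 it called 1689 transcripts, among them 555 of the 611 in the same direction, and without station B replicate 1 it called 879, among them 422 of the 611. In the other 4 fits that each left out a fish, the number lay between 919 and 1320. As in A vs B, these numbers are not like for like with the 611.
Among the 611 transcripts, 345 (56.5%) were absent from a station, 153 from station B and 192 from station C. The assembled gene had other transcripts in 339 cases, and its sum changed by a median log2 of 0.10 in the direction of the called transcript. The limit from transcripts with a small share holds here too. Summed per assembled gene, DESeq2 called 63 of 16968 genes, 32 higher and 31 lower, and the quasi-likelihood test called 0 of 22079, with a smallest adjusted p of 0.1225 from edgeR and 800 genes at an unadjusted p under 0.05.
Across the 48291 transcripts tested in both comparisons with station B, the log2 fold changes had a Pearson correlation of 0.395 and a Spearman correlation of 0.411, and 65.3% had the same sign. Transcripts are not independent replicates, and both comparisons share the fish of station B. In 20 simulations without any station effect, the shared fish alone gave a mean Pearson correlation of 0.502, a Spearman correlation of 0.469 and the same sign in 67.0%. The Pearson correlation of the data fell to 0.223 without station A replicate 3 and rose to 0.648 without station B replicate 3. DESeq2 called 78 transcripts in both comparisons, 34 higher in both, 40 lower in both and 4 in opposite directions. Leaving out a fish, which also raised the calls of the comparisons with that fish, gave between 119 and 182 shared calls. The mean of 8 simulations without a station effect was 130.2 shared calls. In these simulations DESeq2 called a mean of 764.9 and 788.4 transcripts per comparison, more than the 626 and 611 of the data, so that their number of shared calls cannot be set against the 78.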

In both heatmaps the pattern of expression was similar in all three sample replicates per station. 

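Over the 57930 transcripts that passed the filter, and not the differentially expressed genes of the heatmaps, the median Spearman correlation of CPM was 0.682 between fish of the same station and 0.663 between fish of different stations. The difference of 0.019 was reached by 21 of the 280 ways to divide the 9 fish into 3 groups of 3 (exact permutation test, one-sided, p = 0.075). The 3 pairs of station B had correlations from 0.682 to 0.690, those of station A from 0.654 to 0.693 and those of station C from 0.476 to 0.688, with a median of 0.499 and the highest value between replicates 1 and 3. With the Pearson correlation of log2(CPM + 1) the difference was 0.0128 (exact permutation test, one-sided, p = 0.0357), and with counts summed per assembled gene the medians were 0.923 and 0.920 (exact permutation test, one-sided, p = 0.343). Over the 1000 transcripts with the largest variance it was 0.0411 (exact permutation test, one-sided, p = 0.129). The difference changed sign when any fish of station B was left out, to -0.00814 without replicate 1, -0.00306 without replicate 2 and -0.00586 without replicate 3. It stayed positive when any fish of station A or C was left out, between 0.0146 (without station C replicate 2) and 0.0248. Station C replicate 2 had a median correlation of 0.482 with the other fish, with a range from 0.472 to 0.499, while the pairs among the other 8 fish lay between 0.631 and 0.701.

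**Figure D1:**
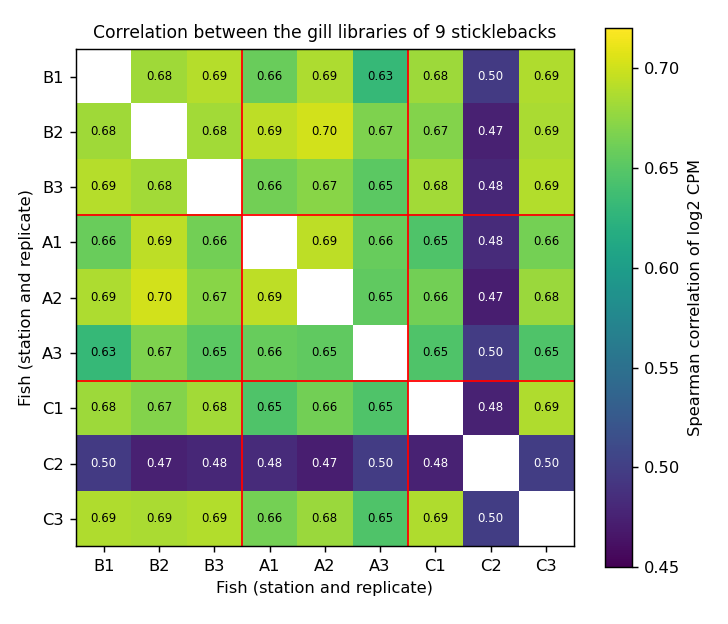
Spearman correlation of CPM between each pair of the 9 fish, over the transcripts that passed the filter, with fish named by station and replicate on both axes. Station C replicate 2 has correlations between 0.472 and 0.499 with all other fish, and the remaining pairs lie between 0.631 and 0.701.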

The significant DEGs were assigned to three major Gene Ontology (GO) categories: biological process, cellular component, and molecular function. The DEGs were classified in a total of 200 and 193 higher-level GO terms for A and C, respectively, relative to the reference station (S1 File). 

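The lists of S1 File hold 46 protein codes as up and 52 as down for A vs B, with 11 in both lists, and 35 as up and 45 as down for C vs B, with 13 in both. Each of these codes had a transcript that DESeq2 called in the listed direction. In A vs B, 12 of the codes listed as up and 12 of those listed as down also had a transcript called the other way, and in C vs B this held for 13 and 14. For A vs B, transporter activity lists 5 codes as up with 18 transcripts, of which DESeq2 called 6 higher and 1 lower and 3 of the called ones were absent from a station. The summed level of their assembled genes changed by between -0.19 and 1.44 on the log2 scale. Transmembrane transporter activity lists 4 of these codes, with 5 transcripts called higher. For C vs B both transporter terms list the same 2 codes with 10 transcripts, of which DESeq2 called 2 higher, both absent from station B, and the assembled genes changed by between -0.90 and 0.59 log2, or between -0.36 and 0.82 by the ratio of mean CPM without station C replicate 2. In the quasi-likelihood test of edgeR the smallest adjusted p among these transcripts was 0.204 for A vs B and 0.318 for C vs B.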

Our comparative analysis of the high-level GO terms within the significant DEG dataset, identified potential osmoregulation-related terms, including transporter activity (GO:0005215), transmembrane transporter activity (GO:0022857), and channel regulator activity (GO:0016247).

**Fig 2:**
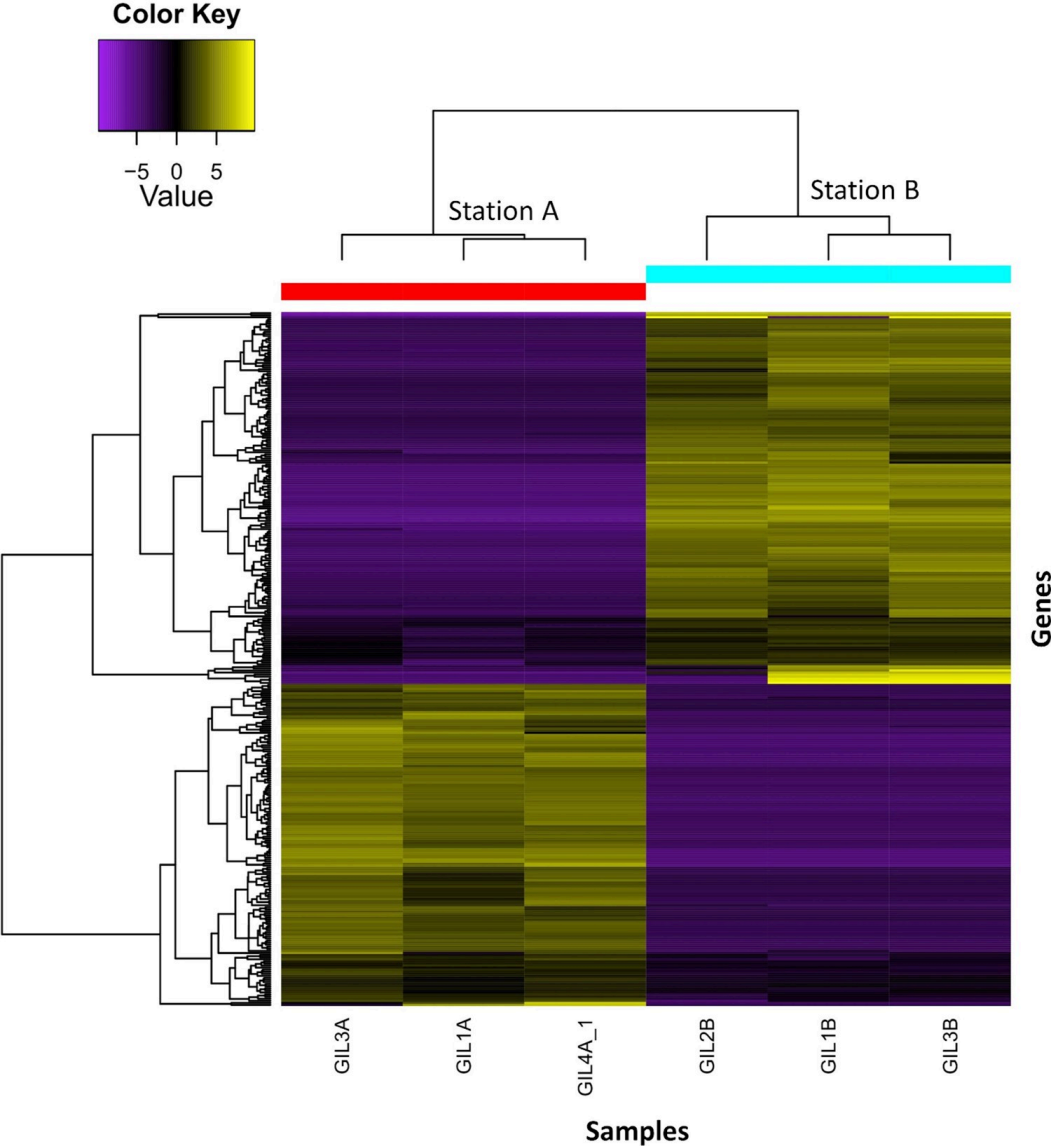
**Heatmap displaying 627 differentially expressed genes between the mid-salinity station (A) and the reference station (B).** The X-axis represents sample replicates per station, and the Y-axis represents individual gene expression. Upregulated genes are shown in yellow, with brighter colors indicating higher expression values. In contrast, purple shades indicate downregulated genes, with the brightest shade indicating the strongest downregulation.

**Fig 3:**
**Heatmap displaying 611 differentially expressed genes between the high-salinity station (A) and the reference station (B).** The X-axis represents sample replicates per station, and the Y-axis represents individual gene expression. Upregulated genes are shown in yellow, with brighter colors indicating higher expression values. In contrast, purple shades indicate downregulated genes, with the brightest shade indicating the strongest downregulation.

The GO ontology analysis was used to find which terms were enriched in the two higher salinity stations compared with the reference site for the upregulated and downregulated genes separately. Furthermore, to identify the candidate DEGs related to these particular osmoregulation-related GO terms the gene codes were extracted and assigned to the correspondent functional category term (S2 File). For the upregulated genes we found a set of enriched GO terms for the three categories, molecular function, cellular component and biological process (Fig 4). The main enriched GO terms related to osmoregulation in the upregulated DEGs in the biological process GO category for station A vs B are: Regulation of sodium ion transmembrane transport (GO:1902305 and GO:1902306), regulation of sodium ion transmembrane transporter activity (GO:2000649 and GO:2000650), and regulation of sodium ion transport (GO:0002028 and GO:0010766). 

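For A vs B, the terms on sodium ion transmembrane transport, its transporters and sodium ion transport rest on NEDD4L, NEDD4 and PTPN3, and the terms on negative regulation on NEDD4L and NEDD4 alone. The 3 proteins have 30 transcripts, 27 of them tested, and DESeq2 called 4 higher and 2 lower at station A. Each of these 6 transcripts was absent from a station. Summed per assembled gene, the log2 fold changes of the 3 proteins lay between -0.08 and 0.26, and DESeq2 called no assembled gene higher. The quasi-likelihood test of edgeR called 0 of the 27 transcripts, with a smallest adjusted p of 0.171 and 6 transcripts at an unadjusted p under 0.05.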

For the molecular function the GO categories main enriched terms were related with the activation and regulation of sodium channels (GO:0017080, GO:0019871, GO:0016248, GO:0016247). 

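The terms on channel regulation and sodium channel regulation rest on the same 3 proteins, and the inhibitor terms on NEDD4L and NEDD4. The transcripts of NEDD4L and NEDD4 number 19, with 18 tested, and DESeq2 called 3 higher and 2 lower, all 5 absent from a station. In the quasi-likelihood test of edgeR their smallest adjusted p was 0.207.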

The main enriched GO terms related to osmoregulation in the upregulated DEGs in the biological process GO category for station C vs B are: Regulation of sodium ion transport (GO:0002028), regulation of ion transmembrane transporter activity (GO:0032412), regulation of transmembrane transporter activity (GO:0022898), regulation of transporter activity (GO:0032409), regulation of ion transmembrane transport (GO:0034765) and sodium ion transmembrane transport (GO:0035725). 

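For C vs B, regulation of sodium ion transport rests on NEDD4, PTPN3 and AHCYL1, with 26 transcripts, of which DESeq2 called 3 higher and 2 lower, all 5 absent from a station. The summed level of their assembled genes changed by between -0.80 and 0.08 log2. Sodium ion transport adds SLC9B2, with 4 transcripts called higher and 2 lower among 28. The terms on transmembrane transporter activity add ANO9 to the first 3 proteins, with 4 called higher and 2 lower among 34 transcripts. Regulation of ion transmembrane transport also adds PTPN6, with 5 called higher and 3 lower among 42, all 8 absent from a station, and assembled genes between -0.90 and 0.31 log2, or between -0.65 and 0.16 by the ratio of mean CPM without station C replicate 2, which had low sums of ANO9 and NEDD4. Sodium ion transmembrane transport holds NEDD4, PTPN3 and SLC9B2, with 3 called higher and 1 lower among 22 transcripts. The quasi-likelihood test of edgeR gave a smallest adjusted p of 0.253 among these transcripts, and of the 38 tested for regulation of ion transmembrane transport 9 had an unadjusted p under 0.05.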

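NEDD4 and PTPN3 together have 20 transcripts in the assembly. In C vs B, DESeq2 called 2 of them higher and 1 lower, all 3 absent from a station, and the assembled genes changed by between -0.63 and 0.08 log2, or between -0.31 and 0.14 by the ratio of mean CPM without station C replicate 2.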

For the molecular function GO category in C vs B the osmoregulation-related enriched term was: Sodium channel regulator activity (GO:0017080). 

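The proteins SEC31A, AP1AR, SEC24B, CNST and SLC9B2 have 19 transcripts, 18 of them tested in C vs B. DESeq2 called 5 higher and 2 lower at station C, all 7 absent from a station, and the summed level of the assembled genes changed by between -0.06 and 0.65 log2, or between -0.23 and 0.82 by the ratio of mean CPM without station C replicate 2. The smallest adjusted p of the quasi-likelihood test of edgeR was 0.253, and 7 of the transcripts had an unadjusted p under 0.05.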

For the cellular component category only the osmoregulation-related term transport vesicle (GO:0030133) was found to be enriched.

**Fig 4:**
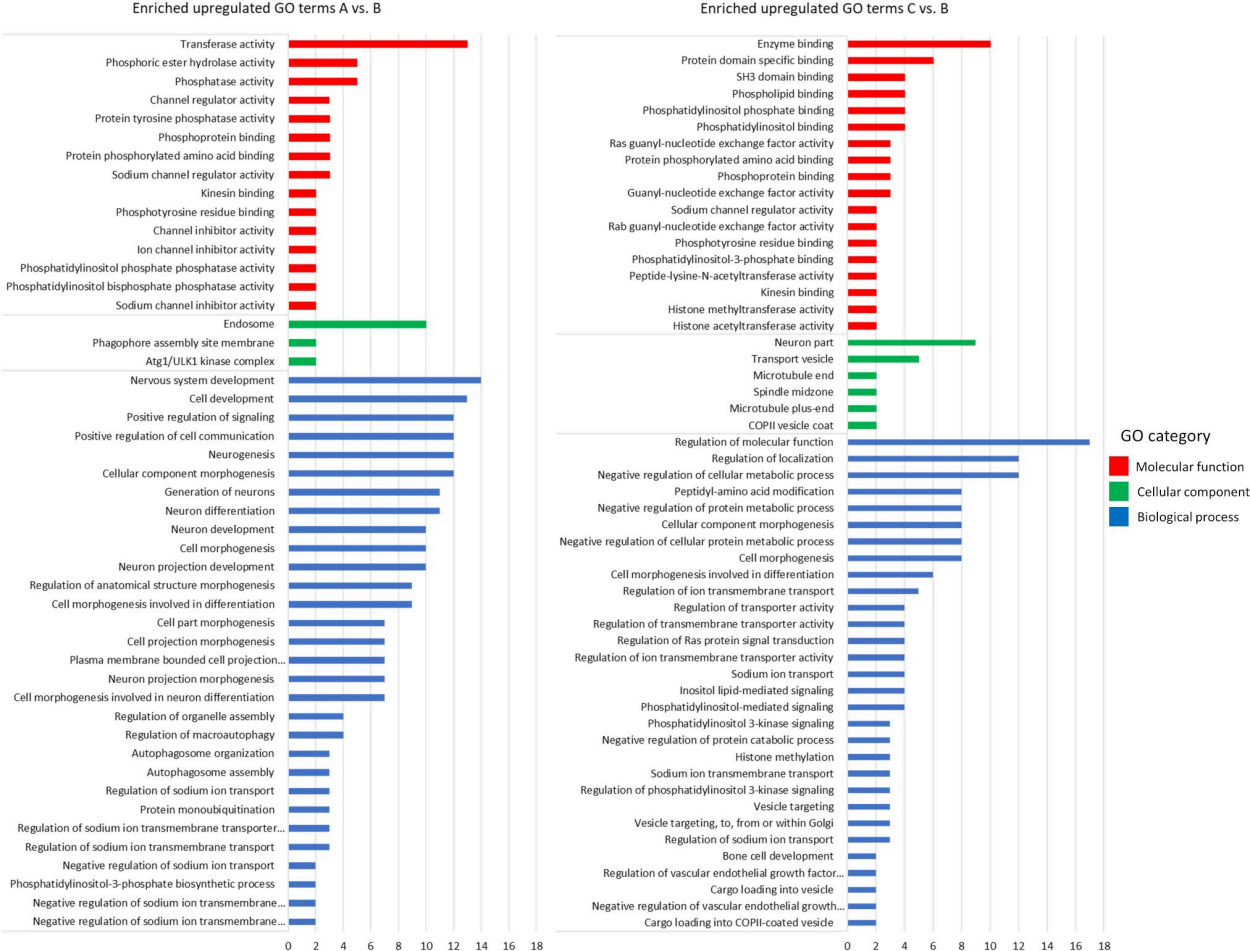
**Gene ontology analysis of enriched upregulated genes for stations A and C compared to the reference site B.** The number of genes is displayed on the X axis, while the Y axis represents GO categories colour-coded based on molecular function (red), cellular component (green), and biological process (blue). Could you unify the X axis to make a comparison easier? (max value AB = 16, max value CB = 18).

For the downregulated genes we found a set of enriched GO terms for the three categories, molecular function, cellular component and biological process in the A vs B and only in the molecular function and biological process terms for C vs B (Fig 5). For station A vs B, we found enriched GO terms related to osmoregulation only in the molecular function GO category: Anion binding (GO:0043168) and ATP binding (GO:0005524). 

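Anion binding lists 18 proteins with 108 transcripts, 87 of them tested in A vs B, and DESeq2 called 19 lower and 2 higher at station A. Of these 21 transcripts, 18 were absent from a station, and the assembled genes changed by between -0.81 and 0.74 log2. ATP binding lists 11 of the proteins with 68 transcripts, of which 12 were called lower and 2 higher, and the sums changed by between -0.19 and 0.74 log2. The smallest adjusted p of the quasi-likelihood test of edgeR was 0.171 for anion binding and 0.173 for ATP binding, with 25 and 17 transcripts at an unadjusted p under 0.05.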

The main enriched GO terms related to osmoregulation in the downregulated DEGs are in the molecular function GO category for station C vs B and are mostly related to the Ras, Rho and Rab small GTPases terms. These related terms are: Ras guanyl-nucleotide exchange factor activity (GO:0005085), Regulation of Ras protein signal transduction (GO:0046578), Rho guanyl-nucleotide exchange factor activity (GO:0005085), Rho GTPase binding (GO:0017048), GTPase regulator activity (GO:0030695), GTPase activator activity (GO:0005096) and Rho GTPase binding (GO:0031267).

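For C vs B, the term on Ras guanyl-nucleotide exchange rests on 4 proteins with 40 transcripts, of which DESeq2 called 4 lower and 1 higher, all 5 absent from a station. Binding of Ras and small GTPases rests on 6 proteins, with 6 of 49 transcripts called lower and 1 higher. GTPase activator and regulator activity rest on 4 proteins with 26 transcripts, 4 called lower and 1 higher. The summed level of the assembled genes changed by between -1.12 and 0.22 log2 over these terms, or between -0.63 and 0.36 by the ratio of mean CPM without station C replicate 2, and the smallest adjusted p of their transcripts was 0.253 from edgeR's quasi-likelihood test.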

**Fig 5:**
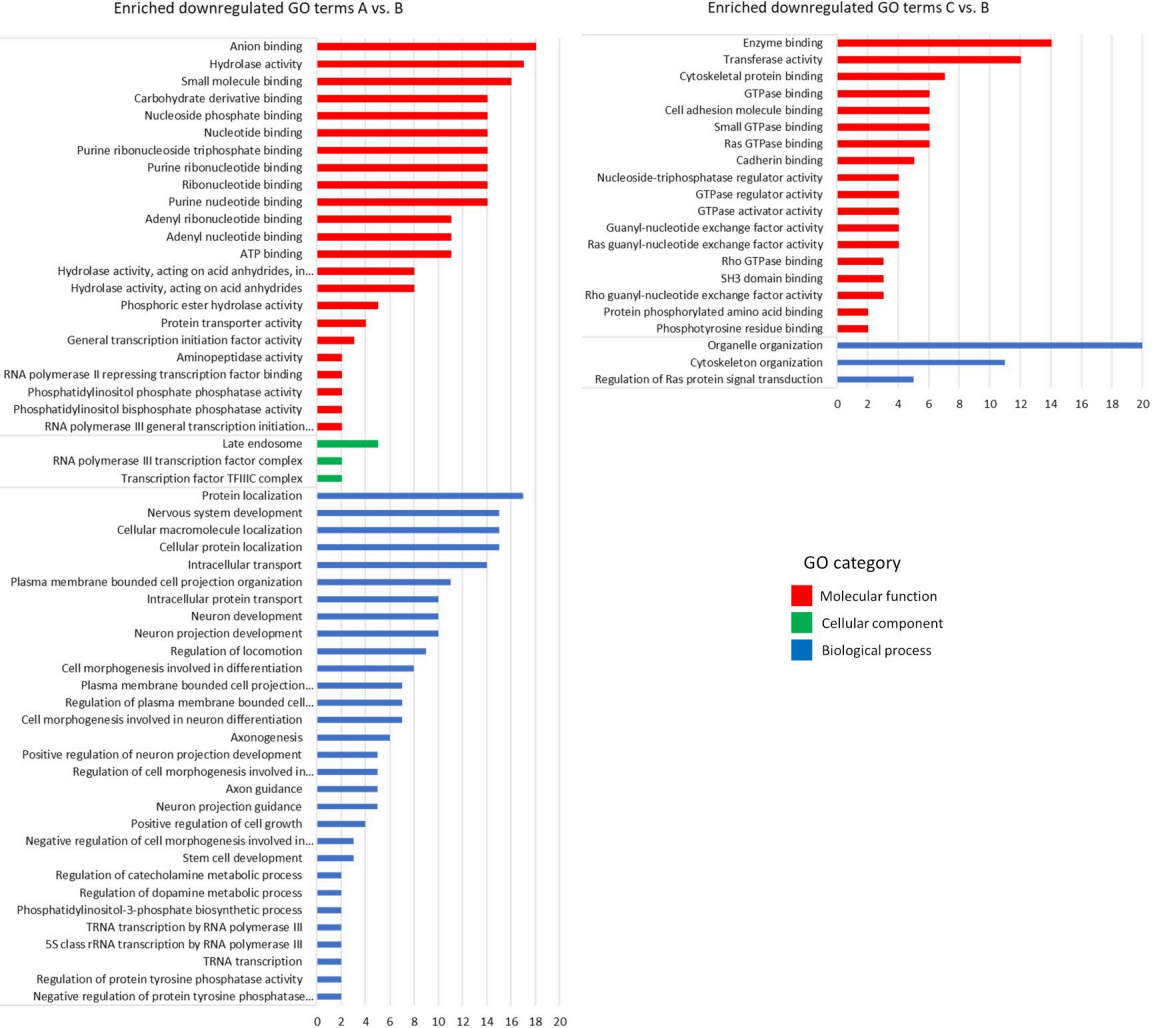
**Gene ontology analysis of enriched downregulated genes for stations A and C compared to the reference site B.** The number of genes is displayed on the X axis, while the Y axis represents GO categories colour-coded based on molecular function (red), cellular component (green), and biological process (blue). X axes–see above.

In summary we found enriched GO terms specifically associated with osmoregulation in both upregulated and downregulated genes within the higher salinity stations compared to the reference site.

From the enriched GO terms that were identified to be related to osmoregulation for both higher salinity stations, we extracted all the DEGs and listed them in S3 File. Then we performed a literature search of all the extracted genes and listed the DEGs with referenced osmoregulation involvement (Table 2). 

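In C vs B, transcript DN4515_c1_g1_i2 of SEC31A, a protein of the vesicle coat between endoplasmic reticulum and Golgi, was at 25.7 ± 9.01 TMM-normalized CPM (SD, n = 3) at station C and absent from the fish of station B. This is at least 309.7-fold higher on average and at least 185.1-fold in the lowest of the 3 fish. The adjusted p was 6.55e-17 from DESeq2 and 0.253 from the quasi-likelihood test of edgeR (Benjamini-Hochberg). The transcript is 1 of 4 of its assembled gene, whose sum was 61.7 ± 1.21 CPM at station C and 53.8 ± 6.59 CPM at station B (log2 fold change 0.21, standard error 0.18, adjusted p = 0.835 from edgeR's quasi-likelihood test).
SEC24B, of the same vesicle coat, is listed with transcript DN4200_c0_g2_i4, at 16.6 ± 4.90 CPM at station C and absent from station B, at least 199.6-fold higher (adjusted p = 4.13e-16 from DESeq2, 0.253 from edgeR). Its assembled gene with 4 transcripts was at 43.6 ± 14.8 CPM against 28.8 ± 0.244 CPM, a log2 fold change of 0.61 (standard error 0.28, adjusted p = 0.835 from edgeR). Without station C replicate 2 the mean at station C was 35.1 CPM.

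**Figure D2:**
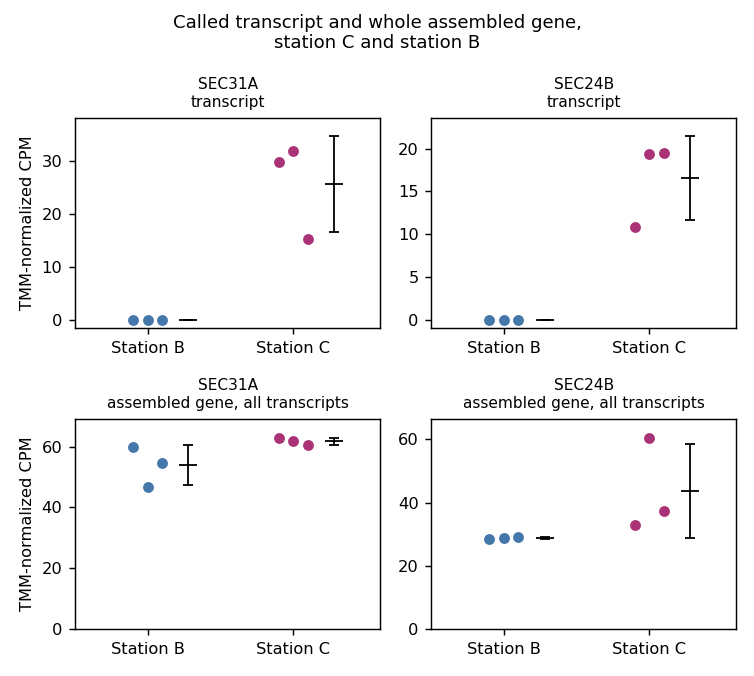
TMM-normalized CPM of the transcripts named for SEC31A and SEC24B (top) and of their assembled genes (bottom) at stations B and C. Points are fish and bars are means ± SD (n = 3). The transcripts are at 0 in the fish of station B, and the assembled gene of SEC31A is at 61.7 CPM at station C and 53.8 CPM at station B.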

For station C vs B, the genes with the higher upregulation were the protein transporters *SEC31A*, followed by *SEC24B*. Then, the regulators of the ion channel and ion transporters *PTPN3*, *PTPN6*, *AHCYL1* and *NEDD4* were also found to be upregulated. 

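PTPN3 transcript DN80_c3_g1_i10 was at 11.6 ± 6.72 TMM-normalized CPM (SD, n = 3) at station C and absent from station B, at least 140.2-fold higher (adjusted p = 2.79e-11 from DESeq2, 0.278 from the quasi-likelihood test of edgeR). Its assembled gene has 11 transcripts and summed to 84.9 ± 11.3 CPM at station C and 82.2 ± 5.84 CPM at station B. Another of these transcripts, DN80_c3_g1_i11, had 291, 404 and 493 counts in the fish of station B and 0 in those of station C, and DESeq2 called it lower (adjusted p = 1.28e-14).
PTPN6 transcript DN5_c0_g1_i9 was at 5.07 ± 0.260 CPM at station C and absent from station B, at least 61.2-fold higher (adjusted p = 7.49e-14 from DESeq2, 0.253 from edgeR). It made up 4.20% of its assembled gene, which was at 120.9 ± 15.4 CPM against 100.6 ± 4.42 CPM (log2 fold change 0.28, standard error 0.19, adjusted p = 0.835 from edgeR). Its transcript DN5_c0_g1_i17 had 180, 116 and 219 counts at station B and 0 at station C. The assembled gene had a mean of 112.3 CPM at station C without replicate 2.
AHCYL1 transcript DN4908_c0_g1_i8 had 249, 20 and 825 counts in the fish of station C and was absent from station B, at least 93.0-fold higher on average and at least 12.4-fold in the lowest fish (adjusted p = 8.09e-06 from DESeq2, 0.845 from edgeR). DESeq2 called it in 4 of the 6 fits that each left out a fish. The assembled gene of 10 transcripts was lower at station C, with 269.8 ± 68.0 CPM against 479.5 ± 24.7 CPM (log2 fold change -0.82, standard error 0.28, adjusted p = 0.835 from edgeR). Its mean at station C was 305.4 CPM without replicate 2, still below station B.
NEDD4 transcript DN3597_c0_g1_i21 had 318, 105 and 126 counts at station C and was absent from station B, at least 63.6-fold higher (adjusted p = 3.02e-09 from DESeq2, 0.298 from edgeR). It made up 3.48% of its assembled gene, whose sum was 151.5 ± 75.6 CPM at station C and 238.5 ± 16.3 CPM at station B (log2 fold change -0.64, standard error 0.43, adjusted p = 0.835 from edgeR). Replicate 2 of station C had 68.5 CPM, and without it the mean was 192.9 CPM.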

In the last position were other genes involved in ion transport, the cation channel protein anoctamin 9 *ANO9* and the solute carrier *SLC9B2*. 

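ANO9 transcript DN206_c0_g1_i6 was at 3.56 ± 2.34 TMM-normalized CPM (SD, n = 3) at station C and absent from station B, at least 42.9-fold higher (adjusted p = 1.63e-07 from DESeq2, 0.399 from the quasi-likelihood test of edgeR). It was called by DESeq2 in 4 of the 6 fits that each left out a fish. The 8 transcripts of the assembled gene summed to 54.8 ± 44.1 CPM against 102.6 ± 62.2 CPM at station B (log2 fold change -0.90, standard error 1.03, adjusted p = 0.864 from edgeR), so that the difference lay within the spread between fish. Station C replicate 2 had 3.91 CPM, and without it the mean at station C was 80.2 CPM.
SLC9B2 transcript DN29564_c1_g1_i6 was at 2.83 ± 1.51 CPM at station C and absent from station B, at least 34.2-fold higher (adjusted p = 6.23e-08 from DESeq2, 0.318 from edgeR). It made up 69.0% of its assembled gene, which was at 4.11 ± 1.48 CPM against 2.81 ± 0.700 CPM (log2 fold change 0.56, standard error 0.42, adjusted p = 0.835 from edgeR). The mean of the assembled gene at station C was 4.95 CPM without replicate 2, further above station B.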

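ITPKB transcript DN4622_c0_g1_i16 was absent from station C and at 48.6 ± 2.99 TMM-normalized CPM (SD, n = 3) at station B, at least 507.1-fold lower at station C (adjusted p = 3.0e-24 from DESeq2). Its unadjusted p of 3.98e-05 in the quasi-likelihood test of edgeR gave an adjusted p of 0.253, while the fit of all 9 fish gave 0.0089. The assembled gene has 6 transcripts and was at 89.9 ± 45.5 CPM at station C and 110.4 ± 9.93 CPM at station B (log2 fold change -0.29, standard error 0.44, adjusted p = 0.894 from edgeR). The sum at station C was 38.5 CPM in replicate 2, and without this fish the mean was 115.5 CPM, above that of station B.
AKAP13 transcript DN192_c0_g1_i13 was likewise absent from station C and at 32.3 ± 11.7 CPM at station B, at least 337.5-fold lower (adjusted p = 3.02e-18 from DESeq2, 0.253 from edgeR). The sum over the 10 transcripts of its assembled gene was 130.8 ± 31.1 CPM at station C and 126.0 ± 11.65 CPM at station B (log2 fold change 0.06, standard error 0.25, adjusted p = 0.952 from edgeR). This sum was 94.9 CPM in station C replicate 2, and the mean at station C without this fish was 148.7 CPM, further above station B.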

The strongest downregulated genes in C vs B, were the Ras, Rho and Rab small GTPases related genes *ITPKB* and *AKAP13*. And finally, the genes involved in ion transport, the ion channel *TRPM7* and the solute carrier *SLC9B2*. 

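TRPM7 transcript DN3347_c1_g1_i7 was at 4.34 ± 3.03 TMM-normalized CPM (SD, n = 3) at station C and 29.97 ± 8.39 CPM at station B, a log2 fold change of -2.79 (standard error 0.62, adjusted p = 0.729 from the quasi-likelihood test of edgeR). DESeq2 gave -2.74 (standard error 0.68, adjusted p = 0.00454) and called it in 3 of the 6 fits that each left out a fish. The 8 transcripts of the assembled gene summed to 98.8 ± 48.4 CPM at station C and 125.8 ± 20.0 CPM at station B (log2 fold change -0.34, standard error 0.44, adjusted p = 0.879 from edgeR). Replicate 2 of station C had 42.96 CPM, and without it the mean at station C was 126.8 CPM, no longer below station B.
The solute carrier that DESeq2 called lower and that Table 2 lists as lower is SLCO5A1, with transcript DN3936_c4_g1_i3 absent from station C and at 2.91 ± 0.458 CPM at station B, at least 30.3-fold lower (adjusted p = 1.08e-10 from DESeq2, 0.253 from edgeR). Its assembled gene of 3 transcripts was at 11.5 ± 1.47 CPM against 11.8 ± 0.884 CPM, a difference smaller than the spread between fish (log2 fold change -0.02, standard error 0.22, adjusted p = 0.978 from edgeR). Without station C replicate 2 the mean at station C was 11.9 CPM, no longer below station B.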

For station A vs B, the genes with the higher upregulation were the regulators of ion channel and ion transporters *PTPN3*, *NEDD4* and *NEDD4L*. 

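In A vs B, the PTPN3 transcript DN80_c3_g1_i10 was at 12.5 ± 0.119 TMM-normalized CPM (SD, n = 3) at station A and absent from station B, at least 143.8-fold higher (adjusted p = 1.35e-17 from DESeq2, 0.171 from the quasi-likelihood test of edgeR). Its assembled gene was at 89.6 ± 3.51 CPM at station A and 86.0 ± 5.31 CPM at station B (log2 fold change 0.08, standard error 0.12, adjusted p = 0.954 from edgeR).
NEDD4 transcript DN3597_c0_g1_i21 had 504, 105 and 90 counts in the fish of station A and was absent from station B, at least 112.7-fold higher on average and at least 30.3-fold in the lowest fish (adjusted p = 7.61e-06 from DESeq2, 0.806 from edgeR). The assembled gene of 12 transcripts was at 233.8 ± 63.0 CPM against 249.9 ± 19.2 CPM (log2 fold change -0.07, standard error 0.21, adjusted p = 0.979 from edgeR).
NEDD4L transcript DN841_c0_g2_i2 was at 6.66 ± 2.97 CPM at station A and absent from station B, at least 76.7-fold higher (adjusted p = 9.14e-11 from DESeq2, 0.207 from edgeR). Of the 9 transcripts of its assembled gene, DESeq2 called 2 higher and 2 lower. One of the latter, DN841_c0_g2_i1, had 110, 287 and 176 counts at station B and 0 at station A. The assembled gene summed to 92.9 ± 3.34 CPM at station A and 78.3 ± 7.20 CPM at station B (log2 fold change 0.27, standard error 0.13, adjusted p = 0.854 from edgeR).

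**Figure D3:**
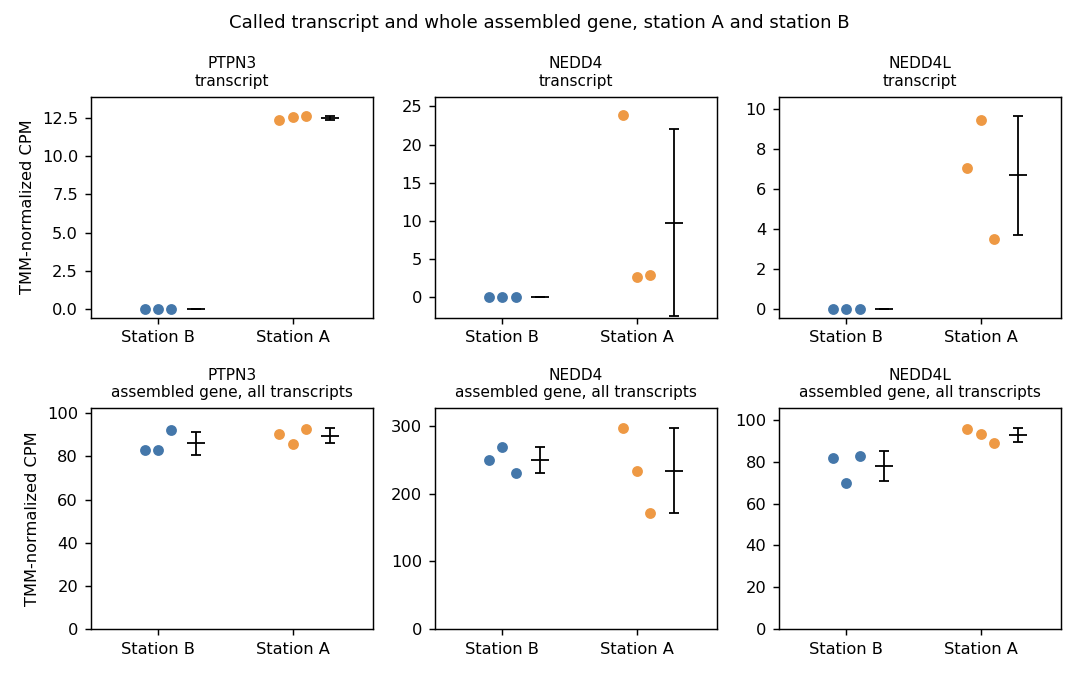
TMM-normalized CPM of the transcripts named for PTPN3, NEDD4 and NEDD4L (top) and of their assembled genes (bottom) at stations B and A. Points are fish and bars are means ± SD (n = 3). The transcripts are at 0 in the fish of station B, and the assembled gene of PTPN3 is at 89.6 CPM at station A and 86.0 CPM at station B.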

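The water channel AQP1 is listed in A vs B with transcript DN5526_c0_g1_i2, which was at 1.44 ± 0.373 TMM-normalized CPM (SD, n = 3) at station A and absent from station B, at least 16.6-fold higher (adjusted p = 5.38e-07 from DESeq2, 0.204 from the quasi-likelihood test of edgeR). It made up 4.91% of its assembled gene, whose 4 transcripts summed to 29.3 ± 8.21 CPM at station A and 27.4 ± 4.50 CPM at station B (log2 fold change 0.12, standard error 0.24, adjusted p = 0.969 from edgeR).
For the solute carrier SLC35B2, transcript DN5880_c0_g1_i1 had 461, 7 and 1386 counts in the fish of station A and 6, 6 and 0 in those of station B. It did not pass edgeR's filter on low counts, and DESeq2 gave a log2 fold change of 7.56 (standard error 1.89, adjusted p = 0.00561) with a call in 4 of the 6 fits that each left out a fish. The assembled gene was at 47.3 ± 7.51 CPM at station A and 54.5 ± 8.97 CPM at station B (log2 fold change -0.18, standard error 0.18, adjusted p = 0.928 from edgeR).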

Followed closely by the channel protein-encoding gene *AQP1* and the solute carrier *SLC35B2*. In the last position with lower expression were the channel regulators *PRF1*, *CLCN7*, the solute carrier *SLC6A15*, and the channel protein Anoctamin 10 *ANO10*. 

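PRF1 transcript DN2971_c0_g1_i5 had 8089, 16343 and 1256 counts in the fish of station A and 476, 864 and 962 in those of station B, a log2 fold change of 3.63 (standard error 0.94, adjusted p = 0.985 from the quasi-likelihood test of edgeR). DESeq2 gave 3.65 (standard error 0.94, adjusted p = 0.00956) and called it in 4 of the 6 fits that each left out a fish. The assembled gene of 6 transcripts was at 548.6 ± 332.7 CPM at station A and 204.3 ± 39.6 CPM at station B (log2 fold change 1.45, standard error 0.53, adjusted p = 0.854 from edgeR), with 164.6 CPM in station A replicate 3.
CLCN7 transcript DN1954_c1_g1_i5 was at 4.52 ± 1.53 CPM (SD, n = 3) against 0.823 ± 0.261 CPM. The log2 fold change was 2.45 from edgeR (standard error 0.49) and 2.475 from DESeq2 (standard error 0.49, adjusted p = 6.5e-05). Its unadjusted p of 0.00299 in the quasi-likelihood test of edgeR did not pass the adjustment. It made up 7.06% of its assembled gene, which was at 64.0 ± 5.95 CPM against 59.5 ± 6.26 CPM.
SLC6A15 transcript DN14816_c0_g1_i2 was at 5.14 ± 1.46 CPM at station A and 0.988 ± 0.535 CPM at station B (log2 fold change 2.38, standard error 0.61, adjusted p = 0.957 from edgeR, 0.0102 from DESeq2). Its assembled gene of 2 transcripts was at 6.40 ± 2.65 CPM against 1.46 ± 0.439 CPM, a log2 fold change of 2.15 (standard error 0.42) with an adjusted p of 0.000189 from DESeq2 and 0.705 from edgeR. Summed over all transcripts matched to the same protein name, the log2 fold change from edgeR was -0.0048, and DESeq2 did not call it.
ANO10 transcript DN30669_c0_g1_i7 was at 14.3 ± 4.21 CPM at station A and 3.09 ± 1.47 CPM at station B (log2 fold change 2.21, standard error 0.51, adjusted p = 0.763 from edgeR, 0.00517 from DESeq2). The assembled gene was at 158.1 ± 29.7 CPM against 98.3 ± 53.2 CPM (log2 fold change 0.71, standard error 0.37, adjusted p = 0.865 from edgeR).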

The strongest downregulation was recorded for the membrane tension regulator *SCARB2*, the transporter *ABCE1*, the channel regulators *VPS35* and *VP26C* and the protein complex gene *PIKFYVE*. 

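SCARB2 transcript DN6495_c0_g1_i3 was absent from station A and at 40.7 ± 10.5 TMM-normalized CPM (SD, n = 3) at station B, at least 390.1-fold lower (adjusted p = 3.68e-20 from DESeq2, 0.171 from the quasi-likelihood test of edgeR). Its assembled gene of 11 transcripts was at 182.6 ± 31.8 CPM at station A and 182.8 ± 22.0 CPM at station B. ABCE1 transcript DN288_c0_g1_i5 was absent from station A and at 18.1 ± 11.05 CPM at station B, at least 173.5-fold lower (adjusted p = 4.83e-11 from DESeq2, 0.259 from edgeR), while the assembled gene was at 87.9 ± 7.56 CPM against 76.7 ± 6.83 CPM.
VPS35 transcript DN2319_c0_g2_i9 was absent from station A and at 9.18 ± 2.86 CPM at station B, at least 87.9-fold lower (adjusted p = 2.24e-13 from DESeq2, 0.178 from edgeR). Another transcript of the same assembled gene, DN2319_c0_g2_i13, had 195, 211 and 183 counts at station A and 0 at station B, and the sum was 144.2 ± 8.66 CPM against 139.4 ± 5.52 CPM. VPS26C transcript DN19709_c0_g1_i10 was absent from station A and had 199, 42 and 34 counts at station B, at least 24.5-fold lower (adjusted p = 0.000231 from DESeq2, 0.697 from edgeR), with a call by DESeq2 in 4 of the 6 fits that each left out a fish. Transcript DN19709_c0_g1_i3 of that assembled gene had 65, 13 and 63 counts at station A and 0 at station B.
PIKFYVE transcript DN4200_c2_g1_i13 was absent from station A and at 8.37 ± 3.99 CPM at station B, at least 80.1-fold lower (adjusted p = 3.73e-11 from DESeq2, 0.201 from edgeR). Its transcript DN4200_c2_g1_i17 had 191, 650 and 274 counts at station A against 48, 26 and 29 at station B and was called higher (log2 fold change 3.55, adjusted p = 3.15e-12 from DESeq2), and the assembled gene was at 74.5 ± 9.39 CPM against 71.4 ± 5.85 CPM. The log2 fold changes of these 5 assembled genes lay between -0.12 and 0.22, with adjusted p-values from 0.873 to 0.992 in the quasi-likelihood test of edgeR.

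**Figure D4:**
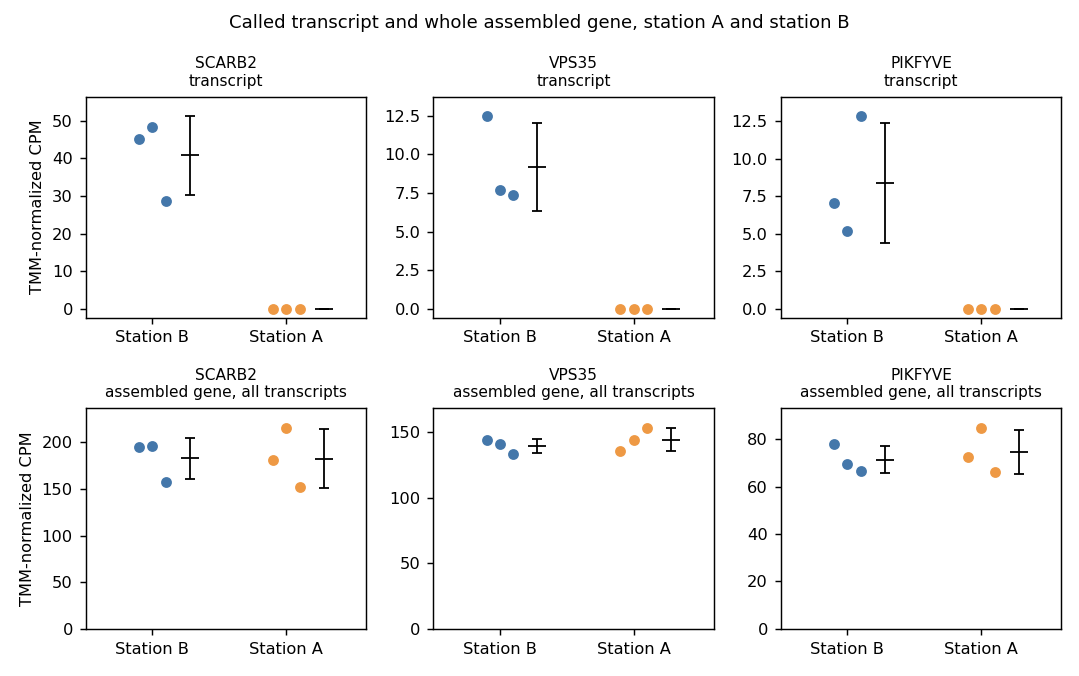
TMM-normalized CPM of the transcripts named for SCARB2, VPS35 and PIKFYVE (top) and of their assembled genes (bottom) at stations B and A. Points are fish and bars are means ± SD (n = 3). The transcripts are at 0 in the fish of station A, and the assembled gene of SCARB2 is at 182.6 CPM at station A and 182.8 CPM at station B.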

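ATAD2 transcript DN6866_c0_g1_i8 was at 1.12 ± 0.536 TMM-normalized CPM (SD, n = 3) at station A and 5.25 ± 0.678 CPM at station B (log2 fold change -2.22, standard error 0.47, adjusted p = 0.602 from the quasi-likelihood test of edgeR, 2.0e-04 from DESeq2). It made up 10.4% of its assembled gene, which was at 49.1 ± 5.33 CPM at station A and 50.4 ± 8.66 CPM at station B (log2 fold change -0.02, standard error 0.17, adjusted p = 0.995 from edgeR).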

In the last position was the anion exchanger *ATAD2*.

**Table 2:** List of the selected candidate genes involved in osmoregulation generated from the Gene Ontology analysis. Upregulated genes are highlighted in red, while downregulated genes are highlighted in blue, with intensity indicating expression level (Log2 FC). The false discovery rate (FDR) value is also included, indicating that an FDR p<0.05 suggests a non-random differential expression of the gene.

Group	Gene	Description	Log_2_ FC	FDR(p)
Station C vs. Station B	*SEC31A*	Protein transport protein Sec31A, ABP125, ABP130, SEC31-like protein 1, SEC31-related protein A, Web1-like protein	12.35	6.54E-17
	*SEC24B*	Protein transport protein Sec24B, SEC24-related protein B	11.71	4.12E-16
	*PTPN3*	Protein tyrosine phosphatase non-receptor type 3	11.17	2.79E-11
	*AHCYL1*	Adenosylhomocysteinase like 1	10.57	8.07E-06
	*NEDD4*	Nedd4 e3 ubiquitin protein ligase	10.06	3.00E-09
	*PTPN6*	Protein tyrosine phosphatase non-receptor type 6	10.00	7.48E-14
	*ANO9*	Anoctamin 9	9.47	1.63E-07
	*SLC9B2*	Solute carrier family 9 member b2	9.15	6.22E-08
	*TRPM7*	Transient receptor potential cation channel subfamily M member 7	-2.74	4.53E-03
	*SLCO5A1*	Solute carrier organic anion transporter family member 5A1	-9.05	1.07E-10
	*AKAP13*	A-kinase anchor protein 13, AKAP-13Non-oncogenic Rho GTPase-specific GTP exchange factor	-12.53	3.02E-18
	*ITPKB*	Inositol-trisphosphate 3-kinase B, 2.7.1.127, Inositol 1,4,5-trisphosphate 3-kinase B, IP3 3-kinase B, IP3K B, InsP 3-kinase B	-13.11	3.00E-24
Station A vs. Station B	*PTPN3*	Protein tyrosine phosphatase non-receptor type 3	11.22	1.35E-17
	*NEDD4*	Nedd4 e3 ubiquitin protein ligase	10.87	7.59E-06
	*NEDD4L*	Nedd4 like e3 ubiquitin protein ligase	10.31	9.20E-11
	*AQP1*	Aquaporin 1 (colton blood group)	8.09	5.37E-07
	*SLC35B2*	Solute carrier family 35 member b2	7.55	0.01
	*PRF1*	Perforin 1	3.65	0.01
	*CLCN7*	Chloride voltage-gated channel 7	2.48	6.49E-05
	*SLC6A15*	Solute carrier family 6 member 15	2.40	0.01
	*ANO10*	Anoctamin 10	2.23	0.01
	*ATAD2*	ATPase family AAA domain-containing protein 2, 3.6.1.-	-2.19	0.0002
	*VP26C*	Vacuolar protein sorting-associated protein 26C	-8.67	2.3E-04
	*PIKFYVE*	1-phosphatidylinositol 3-phosphate 5-kinase, Phosphatidylinositol 3-phosphate 5-kinase, 2.7.1.150	-10.39	3.76E-11
	*VPS35*	Vacuolar protein sorting-associated protein 35	-10.52	2.24E-13
	*ABCE1*	ATP-binding cassette sub-family E member 1, 2’-5’-oligoadenylate-binding protein	-11.50	4.86E-11
	*SCARB2*	Lysosome membrane protein 2	-12.67	3.7E-20

In summary, both of the salinity sites showed enrichment of pathways related to osmoregulation. Furthermore, we extracted and listed candidate genes related to the pathways of osmoregulation.

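Table 2 has 27 entries, and DESeq2 with the CPM filter called a transcript of each in the direction given there, with log2 fold changes within 0.005 of those in the table. With edgeR's filter DESeq2 called 26 of them. Of the 27 transcripts, 20 were absent from a station, each of them with other transcripts in its assembled gene, and the median share of the transcript in its assembled gene was 13.7%. In 26 cases the 3 fish of a station all lay above the 3 fish of the other, which chance gives for 10% of transcripts that were not chosen by their difference. The quasi-likelihood test of edgeR gave no adjusted p under 0.171 over all transcripts, and 26 had an unadjusted p under 0.05. Fitted on all 9 fish together, it called 1 entry, ITPKB. Adjusted over the list alone, that is over the transcripts of the 49 genes of Table 2 and S3 File, it called 37 of 247 transcripts in A vs B and 28 of 251 in C vs B, with 23 of the 27 entries among them, which is not independent evidence since the study chose the list on these samples. Summed per assembled gene, DESeq2 called 1 entry, SLC6A15, and summed per gene name it called 0. The sum per assembled gene moved against the listed transcript in 10 entries, the median change in the direction of the transcript was 0.08 log2, and in 7 entries the assembled gene also had a transcript that DESeq2 called the other way. When each fish was left out in turn, DESeq2 called 19 of the 27 transcripts in every fit. From the enriched terms and these genes at both stations with higher chloride, the paper, which is cautious about a direct causal relation, proposes that the osmoregulatory system was activated at chloride concentrations below reported toxic thresholds.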

### RNA-seq data validation by qPCR

The analysis of the melting curve of the qPCR resulted in a single product for all genes. The visual comparison of the relative fold changes of the subset of eight DEGs showed a consistently positive direction in both qPCR and RNA-Seq analysis (Fig 6), which suggests that the RNA-seq analysis is reliable.

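In the RNA-seq counts, the transcripts of the qPCR genes given in Table 2 were at the levels listed above, each called higher by DESeq2 and none by the quasi-likelihood test of edgeR. SH3BP2, listed in Table 1, had transcript DN1403_c0_g2_i5 at 4.30 ± 2.79 TMM-normalized CPM (SD, n = 3) at station A and absent from station B, at least 49.5-fold higher (adjusted p = 5.38e-07 from DESeq2, 0.417 from edgeR). Its assembled gene of 12 transcripts was at 46.2 ± 13.6 CPM at station A and 40.6 ± 10.1 CPM at station B (log2 fold change 0.21, standard error 0.28, adjusted p = 0.944 from edgeR). In C vs B no transcript of SH3BP2 was called, and the closest, DN1403_c0_g2_i7, was at 6.15 ± 1.54 CPM at station C and 3.48 ± 0.454 CPM at station B (log2 fold change 0.85, adjusted p = 0.234 from DESeq2).
The housekeeping gene of the qPCR, GAPDH, has 3 transcripts under the zebrafish protein name of its first copy. They summed to 93.3, 292 and 1771 CPM in replicates 1, 2 and 3 of station B, 868, 479 and 1120 CPM at station A and 77.3, 3896 and 780.2 CPM at station C. A second copy with 2 transcripts was at 709 to 1031 CPM in 8 of the fish and at 116 CPM in station C replicate 2. Which copy the primers amplify is not known from the values used here.

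**Figure D5:**
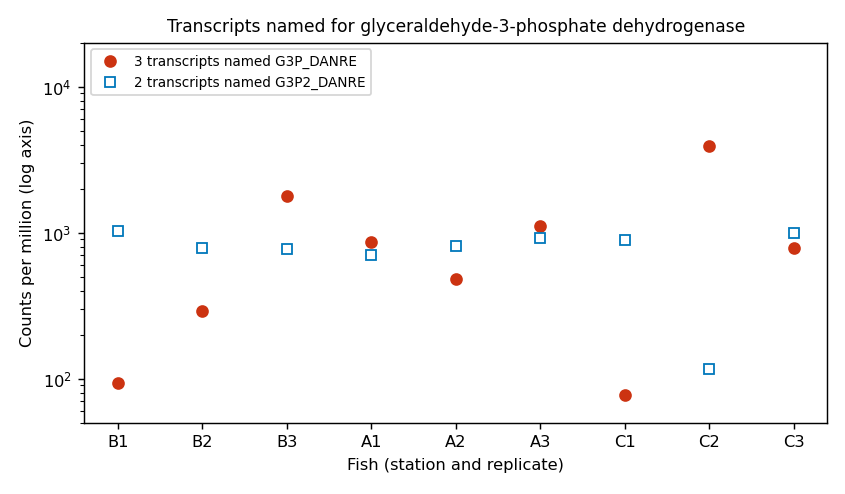
CPM of both GAPDH copies in each of the 9 fish, on a logarithmic axis, with the fish grouped by station. The first copy ranges from 77.3 to 3896 CPM, and the second from 116 to 1031 CPM.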

**Fig 6:**
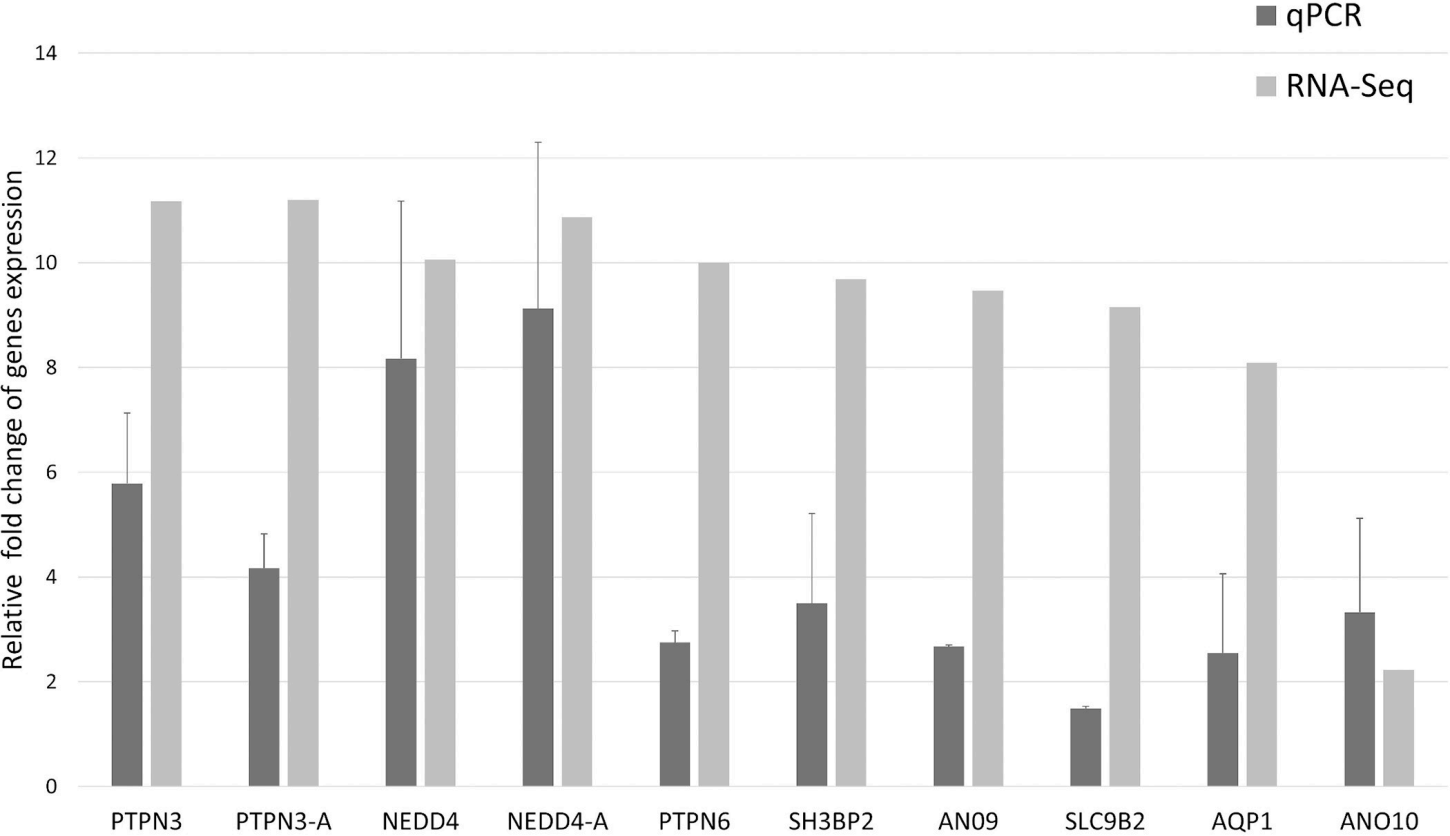
qPCR validation plot of RNA-seq data. It shows the expression of eight genes, including *NEDD4* and *PTPN3*, in two treatment groups. *NEDD4* and *PTPN3* refers to group C vs. B, while *NEDD4*-A and *PTPN3*-A refer to group A vs. C. The gene names are on the X axis, and the Y axis displays the relative fold change in gene expression (Log2FCs). Mean ± standard deviation Log2FC values are presented.

## Discussion

Our de novo transcriptome assembly yielded over 50 million reads with 100% of reads surpassing Q30, and a N50 length of 3735bp, indicating high-quality raw data. The mapping rate of the individual sequences to the transcriptome, which was consistent with previous studies [29, 62], was close to 60% for all stations, demonstrating the effectiveness and reliability of the high-throughput sequencing transcriptomic analysis. Additionally, the maintained trend in gene expression between qRT-PCR and RNA-seq validated our results and confirms their suitability for further analysis. The results of the quality control mechanisms validate our sampling design, demonstrating that a depth coverage of 50 million reads and three biological replicates per treatment suffice for the differential gene expression analysis using a de novo transcriptome approach. According to our prediction, we found a differential expression of the genes in the gill tissue of *G*. *aculeatus* under a gradient of salinity in the field. Notably, even when chloride concentrations were well below reported toxic thresholds, our comparative transcriptomics approach was able to evidence the activation of the energetically costly osmoregulatory system. Furthermore, we were able to identify candidate genes related to increased osmoregulatory activity even for subtle changes of chloride concentration. In the ontology analysis, we found an enrichment of DEGs genes predominantly related to transmembrane transport and regulation of transport. It is to highlight, that in neither of the treatments we found DEGs with functional categories that could be related to the handling or euthanasia of the fish. The pathways and genes that we found fall in one or more of the big three classes of proteins in charge of moving ions across membranes, ion channels, ion pumps and ion transporters which are essential for all living organisms [63]. These key groups of proteins maintain the osmotic pressure in exchange for considerable quantities of energy, and together receive the name “Transportome” [64]. The transportome is in charge of maintaining biological homeostasis through a balance between the intracellular and extracellular environments and currently accounts for 10% of the protein-coding human genome [65]. For instance, studies with Chinese mitten crab, Guppy *Poecilia reticulata*, *Acipenser baeri*, hybrid tilapia, and *G*. *aculeatus* showed a significant number of DEGs involved in ion transport and transmembrane transport in varying saline habitats from estuaries to marine environment [26, 28, 29, 32, 66]. These results confirm the importance of the transportome in the adaptive response to salinity changes and align with the enrichment of genes in related categories in our study.

The enrichment of proteins related to gill tissue transportome in response to salinity changes in our study aligns with consistent findings across various transcriptomic investigations, spanning from invertebrates to fish, as elaborated below. Malik and Kim (2021) identified that about 40% (162/405) of the DEGs were classified as belonging to the transportome in a meta-analysis of four different salinity challenge studies in Chinese mitten crab. In a study with the Guppy *Poecilia reticulata* it was also shown that a large number of DEGs were involved in ion transport and transmembrane transport [26]. Similarly, when hybrid tilapia underwent various laboratory salinity stress treatments, numerous ion transport enzymes and ion transporters associated with osmoregulation were identified [32]. Another example, involves the Siberian sturgeon (*Acipenser baeri*), where gill transcriptome was sequenced after a high salinity stress exposure. Several pathways were enriched under salinity stress, and as in our case there was a set of DEGs related to osmoregulation like genes of the CLC family and Small GTPases, together with other ion transport mechanisms when challenged by salinity [29]. In additional comparative gill transcriptomic studies, the euryhaline fishes *Acanthogobius ommaturus*, *Lates calcarifer* and *Lateolabrax maculatus* were exposed to a salinity gradient manipulation. Strikingly, their GO analysis of the gill transcriptome responded similar to ours, with an enrichment of ion transport, cell volume regulation and signaling pathways [33, 62, 67]. While we found only one example of comparative gill transcriptomics involving *G*. *aculeatus*, the study revealed differential expression of several genes related to ’transmembrane transport’ when exposed to varying salinities [28]. Even when all the previously cited studies converge with our findings in the enrichment of osmoregulatory, cellular signaling and transmembrane ion transport in the gill transcriptomic of fish when facing salinity stress. It is noteworthy that that our findings add to the previous knowledge by demonstrating this osmoregulatory pathway enrichment in wild-caught fish under a natural gradient of salinity stress.

In the following sections, we discuss the relevance of the enriched pathways for osmoregulation, the specific function of the candidate genes, and the ecological implications of our findings for euryhaline fish such as *G*. *aculeatus* in the face of global freshwater salinization.

### Membrane transporters DEGs

Membrane transporters were the most abundant group of candidate genes that were differentially expressed in the stations with higher chloride concentrations. The candidate genes related to these pathways are *VPS35*, *VPS26*, *SLC35B2*, *SLC9B2*, *SLCO5A1*, *SLC6A1*, *SEC31A*, and *SEC24*. The Vacuolar protein sorting-associated proteins *VPS35* and *VPS26* are components of the cargo recognition sub-complex of the retromer, and together they recognize and bind to specific sorting signals on cargo proteins to be transported back to the Golgi apparatus [68, 69]. Both proteins are crucial in cell homeostasis, by regulating the transport of particles and by controlling the water reabsorption protein Aquaporin-3 (Aquaporin-3) [70]. According to the review by Verri et al., (2012) [71], the *SLCs* transporters in teleost fish, are conformed by over 50 families with 380 known members and facilitate the transportation of nearly all soluble molecules across cellular membranes. *SLC35B2* is part of the nucleoside-sugar transporter family (*SLC35*) that is involved in the endoplasmic reticulum and Golgi of eukaryotic cells [72]. Similar to our findings, differential expression of *SLC35* family members was reported in the gills of the Chinese mitten crab in response to changes in salinity [66]. A remarkable finding was the upregulation of *SLC9B2*, as the members of the *SLC9* family play a critical role in regulating pH in cells and organelles, as well as maintaining acid-base and volume homeostasis [73]. In previous studies a high upregulation of *SLC9* genes has been recorded under salinity stress, in particular, *SLC9B2* was found to function as a Na^+^/H^+^ exchanger in an experiment using Xenopus oocytes [74]. *SLCO5A1* from the *SLC5* Sodium-glucose cotransporter family and *SLC6A15* from the SLC6 Sodium- and chloride-dependent neurotransmitter transporter family were also differentially expressed in our study and are also important transporters found in fish [71]. Furthermore, The SLCs have shown to hold high importance in generating counter-ion fluxes to maintain ion homeostasis while avoiding overtly high membrane tension [75]. In addition to observing an enrichment of SLC proteins under salinity stress, we also found an increase in proteins related to the vesicular traffic of the SEC family, such as *SEC31A* as it was also found in Malik and Kim (2021), and *SEC24B*. The impairment of the expression by glucocorticoids of members of the *SEC24* family has been related to the aberrant ion and macromolecular transport in Zebrafish [76]. Overall, the findings suggest that these candidate genes play an important role in maintaining ion and macromolecular transport under salinity stress.

### Ion channel regulation and transport DEGs

Another important group of DEGs enriched terms was the one related to ion channel regulation and transport. Examples of this that we pinpointed as candidate genes are *PTPN3*, *PTPN6*, *NEDD4*, *NEDD4L*, *AHCYL1*, *AQP1*, *TRPM7*, *PRF1*, *CLCN7*, *ANO9* and *ANO10*. This holds particular importance as ion channels such as voltage-gated, ligand-gated, and second messenger-gated channels, nonselective cation channels, and epithelial Na^+^ and Cl^-^ channels are key to maintaining cellular homeostasis [77]. And as described in Davis et al., (2001) [78] protein tyrosine phosphatases as *PTPN3* and *PTPN6* are involved in tyrosine phosphorylation, which is the primary means of regulating the majority of voltage-gated, ligand-gated, and second messenger-gated channels. *PTPN3* has been found to regulate the high-osmolarity glycerol (HOG) *MAPK* pathway, which is essential for yeast survival in a hyperosmotic environment [79]. Other important regulators that we propose as candidate genes are *NEDD4* and *NEDD4L*, which have been found to mediate ubiquitination and degradation of *AQP2* which is a key protein in water homeostasis [80]. Also, the *AHCYL1* protein has been identified as a regulator of the intracellular Ca^2+^ channel inositol 1,4,5-trisphosphate (IP3), and multiple ion channel and ion transporters [63]. *AQP1* is a member of the aquaporin gene family, a group of channel proteins that are involved in the transport and other solutes in the presence of an osmotic gradient. *AQP1* differential expression has been previously detected in fish gill, kidney and gut tissue in response to salinity stress for various species [81, 82]. *TRPM7* is a plasma-membrane protein expressed ubiquitously, which belongs to the melastatin-related transient receptor-potential ion channel *TRPM* subfamily and possesses both ion channel and α-kinase domains. It has been observed that *TRPM7* is involved in channel regulation via changes in intracellular Ca^2+^ concentration when subject to osmolality gradients [83]. The perforin (*PRF1*) was also differentially expressed, which is relevant as it is known to be able to polymerize and form channels in cell membranes of target cells [84]. Also relevant was the differential expression of the chloride channel (*CLC7*), which was also found to be expressed under osmotic stress in the gills of tilapia under osmotic stress [32]. Finally, we found upregulation of both transmembrane proteins anoctamin 9 and 10 (*ANO9* and *ANO10*). Anoctamins are a family of Ca^2+^-activated Cl^−^ channels and phospholipid scramblases that have been shown to support cell volume regulation [85, 86]. The differential expression of these genes highlights their potential role in cellular homeostasis regulation under osmoregulatory stress conditions. Further studies on these candidate genes could lead to a better understanding of the adaptive mechanisms used by fish to cope with environmental stressors.

### Small GTPases, anion and ATP binding DEGs

Another set of pathways that were found to be differentially expressed are those related to the Ras, Rho and Rab small GTPases, anion and ATP binding genes. The Ras, Rho and Rab small GTPases proteins are key regulator and signaling mediators of a wide variety of process that occur in eukaryotic cells [87]. The main importance of these proteins in the context of our study lies in their direct interaction with ion channels to regulate ion homeostasis [88]. Furthermore, Ras GTPases are involved in the process of membrane thinning and curvature with effects on osmoregulation [89]. One important candidate gene found in our study was the Rho GTPase *AKAP13*, which is a key regulator of ion homeostasis under osmotic stress. In detail, *AKAP13* attracts *JIP4* and activates *NFAT5* through the Rho-type small G-proteins and p38 *MAPK* signalling pathway, regulating intracellular osmolarity [90]. *ITPKB* regulates the subcellular distribution of Rasa3, a Ras GTPase-activating protein and has been observed at is differentially expressed when hyper-osmotically stressed [91, 92]. In the gene ontology categories, anion and ATP binding we highlight the candidate genes *ABCE1*, *SCARB2*, *PIKFYVE* and *ATAD2*. *ABCE1* is a member of the ABC gene family, which constitutes the largest group of transmembrane transporter proteins encoded in the human genome. These proteins utilize ATP as an energy source to facilitate the transportation of various molecules across cellular membranes keeping cell homeostasis [93]. The lysosomal integral membrane protein 2 (*SCARB2*) is a transporter of cholesterol that is suspected to control membrane tension and ion trafficking via the direct insertion of lipids [94]. *PIKFYVE* is the sole source of all the Phosphoinositide lipids PI(5)P pool in yeast membranes and is a key regulator of ion transport, and it is upregulated under hyperosmotic shock in yeast [95]. Finally, another interesting candidate is *ATAD2*, a gene from the ATPase family. Its relevance resides in the fact that ATPases are enzymes that utilize ATP to power many cellular processes including transmembrane transport and osmoregulation in fish [96, 97]. Note that the differential expression of *ABCE1* and *ATAD2* provides direct evidence of the energetic cost of osmoregulation, even at low salinity concentrations in our study. The proposed candidate genes play important roles in transmembrane transport, ion trafficking, and osmoregulation.

### Ecological implications

Due to the inherent complexities of our field study design, where several uncontrolled factors may influence the gene expression of *G*. *aculeatus*, we are cautious in establishing a direct causal relationship between the differential gene expression and the salinity gradient of the stations. Nonetheless, our results strongly suggest that the gill osmoregulatory mechanism of *G*. *aculeatus* is activated at sublethal concentrations of chloride, and we have identified candidate genes that could serve as indicators of salinity stress. Using a transcriptomic approach, we detected activation of osmoregulatory pathways in both study sites, even below the thresholds established by German authorities for running waters. This finding is significant, as transcriptomics has been successful in determining the sublethal effects of various stressors and giving new insights into the management of species and ecosystems. For example, Komoroske et al., (2016) [39], were able to determine that the endangered delta smelt (*Hypomesus transpacificus*) osmoregulatory system was activated at a high energetically cost under sublethal salinity thresholds. And for the same species, again using transcriptomic coupled with physiological methods, it was demonstrated that sublethal critical effects are observed 4–6°C below the previously established acute tolerance limits [98]. The relevance of this transcriptomic study was further demonstrated when Brown et al., (2016) [99], combined the information on these sublethal thresholds to model the future habitat suitability of this species. Based on these precedents, we predict that our results have the potential to inform models on the expanding distribution beyond its native range of *G*. *aculeatus* in response to freshwater salinization. *G*. *acualeatus* populations have been increasing rapidly in several ecosystems around the world in response to altered conditions, with important negative impacts on native species that have led to consider it an invasive species in places such as lake Constance (Germany) [100, 101]. An effect that has been previously described for other invasive species that have demonstrated adaptive advantage in increasing salinity scenarios, increasing their populations and their distributions [102, 103].

It is worth noting that the candidate genes related to osmoregulation discussed in our study, which showed differential expression, have primarily been identified in manipulative experiments involving significant changes in salinity. This highlights the relevance of our findings, as we have identified the same candidate genes within the subtle salinity gradient of our field experiment, suggesting their potential as biomarkers for rapidly assessing sublethal salinity stress in field applications. Furthermore, we were able to measure a physiological response to a stressor in a wild non-model organisms in field conditions where many other stressors may be at interplay. Therefore, our study outlines the potential of transcriptomic approaches for assessing physiological responses of wild organisms in conditions with known or unknown stressors and be tools for informing management and policy decisions [22, 25, 104]. As our understanding of the mechanisms of osmoregulation advances with the use of transcriptomics, more biomarkers or candidate genes are identified. The expression of these selected biomarkers can then be used in transcriptomic arrays to evaluate the responses of individual fish to several important biological and environmental stressors such as water-quality stressors, aquatic invasive species, and climate change [105]. Thus, further studies into the mechanisms and candidate genes that we present here for sublethal salinity stress have the potential to have an impact on the conservation and management of freshwater ecosystems in the prospect of increasing freshwater salinization. In the light of our findings, we suggest to perform further studies into other non-model wild-caught fish physiological stress response using a combination of techniques that include transcriptomics. We consider that by including these, the current thresholds for salinity and other pollutants in freshwater could be revisited as sublethal effects would be accounted for. Our study has shown that even small changes in salinity significantly change gene expression patterns in fish. Enhanced salinity could pose energetic costs to fish thereby reducing long term survival and reproductive output. This emphasizes the critical need to preserve the highest water quality in streams, recognizing that sublethal stressors can exert profound impacts on ecosystems.

## Conclusion

In conclusion, our transcriptomics analysis of the gill tissue of *G*. *aculeatus* under a gradient of salinity in the field strongly suggests a significant differential expression of genes related to membrane transport and regulation of transport. Our results support the notion that the transportome plays a crucial role in the adaptive response to salinity changes in euryhaline fish and highlight the activation of energetically costly osmoregulatory systems even when chloride concentrations are below the established toxic thresholds. We would like to highlight our finding of a set of candidate genes related to the sublethal concentration of chloride that is involved in transmembrane transport and ion homeostasis and can be key to the further development of transcriptomic tools for evaluating stress response. Overall, our study underscores the importance of understanding the molecular mechanisms underlying osmoregulation in the face of global freshwater salinization and provides a basis for further investigation into the impact of environmental stressors on fish populations.

## Supporting information

S1 File High-level gene ontology classification of the DEGs genes database. In this database, the differentially expressed genes of treatments A and C, compared to the control, are categorized into three main Gene Ontology categories and their corresponding high-level pathway categories.
(XLSX)

S2 File Database of the significantly enriched gene ontology terms of the DEGs. Database of the complete list of enriched gene ontology terms for the different treatments, where the related genes are extracted and assigned to the correspondent gene.
(XLSX)

S3 File Database of the DEGs related to osmoregulatory gene ontology terms. In this database all the genes that were identified to be related with an osmoregulation-related GO term are listed and detailed information is given.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

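Gill RNA of 9 sticklebacks was measured by RNA-seq, with 3 fish from each of 3 stations along the chloride gradient. Stations and replicate numbers of the fish were taken from the sample labels and the paper, and every column of the deposited table was matched to a fish by its name. The authors trimmed the reads, assembled the reads of all fish de novo with Trinity v2.9.1, removed transcripts with an expression under 1.0, estimated counts with Salmon and annotated the transcripts with Trinotate v3.2.2. The authors deposited the estimated counts per transcript and fish without normalization, and their own normalization and test are not part of these values. Transcripts are named by assembled gene and isoform number, followed by the names of similar proteins in the database entries the authors matched. The qPCR measurements are not analysed here, and the enrichment analysis was not repeated. The lists of genes per term come from the paper's supplementary files. Some results on single genes and terms are not reported here.

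The estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and the figures were drawn with matplotlib 3.10.9. Counts per fish summed to between 22049066 and 46214540, with a median of 35193784. A count of 3 was used as the limit for absence, which corresponds to 0.136 CPM in the smallest and 0.0649 CPM in the largest library. Each comparison (A vs B, C vs B, and C vs A, for which the paper gives no differentially expressed genes) was fitted on its 6 fish with the quasi-likelihood test of edgeR after filterByExpr and TMM normalization, without a term for the replicate number. Calls have a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change above 1. Exact two-sided tests of 3 fish against 3 cannot give a p under 0.1, and none is reported for single genes. Levels are TMM-normalized CPM with the SD over 3 fish, and a fold change against a station where a transcript is absent is computed against the limit of 3 counts and is a lower bound. Standard errors given with edgeR's values are the absolute log2 fold change divided by the square root of the quasi-likelihood F, not fitted standard errors.

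DESeq2 was left at its default filter on outlying counts, which gives some transcripts no p and does not act alike when a group has fewer fish. Its Wald test was run on transcripts above 1 CPM in at least 2 of the 6 fish with the same thresholds. This setting was chosen after the data were seen, because the quasi-likelihood test called no transcript and because its number of calls came close to the number in the paper. The quasi-likelihood test and its design, DESeq2 with filterByExpr, DESeq2 with the CPM filter and a log2 fold change above 2, other normalizations and filters, glmTreat, a fit of all fish together, sums per assembled gene, the limits of 0 and 10 counts for absence, the replicate number as a block and the fits that leave out a fish were set before the data were examined. The likelihood ratio test, the exact test and the robust quasi-likelihood test of edgeR were added later, as were the calls among the entries of Table 2 under these tests, under the other settings of the main test and with adjustment over the list alone. Genes named in the text are those of Table 2 and Table 1 of the paper by a rule set with the design, which also asked for the called transcripts with the largest rise and fall, and there were none in the quasi-likelihood test.

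Sums per assembled gene add all transcripts with the same assembled gene name, and sums per gene name add all transcripts matched to the same protein. Adding reads over transcripts removes the division of reads among isoforms by Salmon, and 48.8% of the deposited values are whole. The tests were checked on counts simulated from the real means, library sizes and dispersions, with 200 transcripts changed. Shared fish of station B were taken into account with simulated groups without a station effect, 20 for the correlation of fold changes and 8 for the shared calls. All 10 divisions of the 6 fish of each comparison into groups of 3 were fitted. Lists of marker genes for liver, epithelium, muscle, red blood cell and gut and pancreas were written from general knowledge after the low correlation of a library and its most and least abundant transcripts had been seen. None of the listed genes was among the transcripts seen, and the levels of the lists were not looked at before the lists were complete.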

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

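The tests of the liver list, the epithelium list and the depth were chosen after the most and least abundant transcripts of this library had been seen, and the lists of muscle, red blood cell and gut and pancreas were chosen before their levels were seen.

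Station C replicate 2 stands apart from the other fish. Its median Spearman correlation with them over the 57930 transcripts was 0.4818, and the gap to the next lowest fish was 0.8315 of the whole range of the 9 medians, above the limit of Dixon's test that 1 in 20 such groups exceeds by chance. On the first principal component, with 27.1% of the variance, this fish was at 385 and the other fish between -70 and -9. Its total of 35003957 counts was above that of 3 of the other libraries, so that low depth is excluded as the reason (3 libraries with a lower total).

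The paper does not report on genes of other tissues. The summed level of 28 genes found from a list of 29 liver genes was 13460 CPM in station C replicate 2, 27.68 times the median of 486 CPM in the other fish, whose range was 420 to 621 CPM. Of these genes, 26 were above their level in every other fish, and 9 were above 1 CPM in the other gill libraries. Among the most abundant were ITIH3 with 2574 CPM (158 CPM as the median of the others) and HEP2 with 1382 CPM. A list of 28 epithelium genes, of which 25 were found and 24 were above 1 CPM in the other fish, summed to 1205 CPM against a median of 7541 CPM, or 15.98%, and 23 of its genes were below every other fish. A small admixture of other RNA to gill RNA would leave most of that level, so the share of 15.98% argues against it. The muscle list was 4.269 times the median with 13180 CPM against 827 to 6789 CPM in the others, with 9 of its 10 genes found and all 9 above 1 CPM in the other fish, and MYSS (5357 CPM) and KCRM (2900 CPM) as the most abundant. In 8 of the 9 the level was above every other fish. More muscle RNA in this library than in the others therefore stays open, beside the liver genes that muscle alone would leave at the level of the others. The red blood cell list, with 3 of 8 genes found, was at 0.05673 of the median. This rests on B3AT (13.6 CPM against at least 119.8 CPM in the others), while HEM0 (2.97 CPM) and CAHZ (3.37 CPM) were within the range of the others and above their medians of 2.77 and 2.23 CPM, so with 3 genes red blood cell RNA is not excluded. The gut and pancreas list, with 7 of 14 genes found and 4 above 1 CPM in the other fish, was at 2.169 times the median with 267.5 CPM, within the range of 61.2 to 957.4 CPM that TRY2 widened with up to 873.6 CPM. Of its genes, FABPI (257.4 CPM against at most 56.5 CPM) and TRY3 (4.58 against at most 0.524 CPM) were above every other fish and VILI (4.09 against at least 14.35 CPM) below, so gut or pancreas RNA cannot be told apart from other sources of FABPI with so few genes. A candidate explanation is that most RNA of this library came from liver or a mixture with liver, by the ratio of 27.68. Whether the tissue, the tube or the label differed was not tested. A response of this fish to chloride stays open as an untested biological explanation, although the other 2 fish of station C had liver sums within 420 to 621 CPM.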

How the results depend on the processing

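DESeq2 with the CPM filter, the likelihood ratio test, the exact test and the robust quasi-likelihood test were chosen after the data were seen, as were the other settings of DESeq2 with this filter except the one with a log2 fold change above 2, and the counts of Table 2 entries for all 9 fish, for these tests and for the list alone.

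For A vs B, C vs B and C vs A the quasi-likelihood test called 0 transcripts with DESeq2's size factors, with library totals alone, without a filter, with the CPM filter, with at least 10 counts in every fish, with glmTreat, with a log2 fold change above 2, without a limit on the fold change and in each fit without a fish, where between 1369 and 2954 transcripts had an unadjusted p under 0.05. It called 1, 9 and 5 transcripts when all 9 fish were fitted together, and 1 assembled gene in C vs A. DESeq2 with filterByExpr called 579, 729 and 1371 transcripts, and with the CPM filter and a log2 fold change above 2 it called 507, 499 and 884. The likelihood ratio test called 393, 426 and 875, the exact test 378, 408 and 849, and the robust quasi-likelihood test 0. The cause of the difference between the tests was not tested on these fish. On simulated counts with their spread, the quasi-likelihood test recovered none of the changed transcripts and DESeq2 called 474 unchanged ones.

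Against the 626, 611 and 1096 calls of DESeq2 with the CPM filter, sums per assembled gene gave 188, 63 and 193, and sums per gene name 232, 223 and 414, with fewer features tested. Leaving out a fish gave 1051 to 1818 calls for A vs B, 879 to 1689 for C vs B and 1325 to 1852 for C vs A, with the highest numbers without station A replicate 3, station C replicate 2 and station C replicate 2. The cause was not tested. DESeq2's default filter on outlying counts does not act alike when a group has fewer fish, so its part in the rise stays open. The numbers of DESeq2 calls stayed within 1.5 times without a filter or without a limit on the fold change.

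With the replicate number as a block, the quasi-likelihood test called 0 transcripts in each comparison (1208, 794 and 1254 at an unadjusted p under 0.05), and DESeq2 called 1144, 998 and 1411. The deviations of fish with the same replicate number from their station means had correlations between -0.0662 and 0.0390, so the numbers do not pair the fish.

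The share of DESeq2 calls absent from a station was 55.3%, 56.5% and 56.3%. It stayed between 49.1% and 64.6% with the limits of 0 and 10 counts and with filterByExpr, and from 46.2% to 60.0%, from 53.9% to 73.2% and from 53.8% to 72.0% without a fish. Among DESeq2 calls on sums per assembled gene the share was lower, with 23 of 188 (12.23%), 12 of 63 (19.05%) and 62 of 193 (32.12%). The median log2 change of the assembled genes was 0.06, 0.10 and 0.12 with all fish, and without a fish it lay between 0.0283 (without station A replicate 2) and 0.0727 for A vs B, between 0.0524 (without station C replicate 2) and 0.203 (without station C replicate 3) for C vs B, and between 0.0572 and 0.194 without the same 2 fish for C vs A. Both families rest on calls, so the other normalization, the filters and the sums per assembled gene gave no value with the quasi-likelihood test of edgeR, which called too few transcripts. The alternatives for normalized values (a pseudocount and a minimum mean) were not run, since the deposited values are counts.

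The Pearson correlation of fold changes between both comparisons with station B stayed between 0.375 and 0.477 under the other settings and between 0.223 and 0.648 without a fish. Calls shared in the same direction were 0 in the quasi-likelihood test, 75 with DESeq2 and filterByExpr and 74 with the CPM filter. With the CPM filter and a fish left out, they numbered between 113 and 182. The excess of the correlation within stations was past the threshold with the Pearson correlation (0.01284) and lay between -0.00814 and 0.0248 without a fish.

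Of the 27 entries of Table 2, the quasi-likelihood test called 0 with the other normalizations and filters, with glmTreat, with the block, summed per gene name, in its robust form and in each fit without a fish. It called 1, ITPKB in C vs B, with all 9 fish in the fit, and 23 when adjusted over the list alone. The likelihood ratio test called 21, the exact test 20, DESeq2 26 with filterByExpr and 27 with the CPM filter, DESeq2 on assembled genes 1 and DESeq2 on sums per gene name 0. Of 28 single gene results, 27 passed the threshold with DESeq2, and all 28 kept their direction without a filter and with the block. Summed per gene name, 11 reversed, with log2 fold changes of -0.5357 for AHCYL1, -0.6265 for NEDD4, -0.9078 for ANO9 and 0.3602 for AKAP13 in C vs B, and -0.05108 for NEDD4, -0.004802 for SLC6A15, 0.003269 for ATAD2, 0.07503 for PIKFYVE, 0.0623 for VPS35, 0.2272 for ABCE1 and 0.2445 for SCARB2 in A vs B. The sums hold the other transcripts of the same name.

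The median depth was 35193784 counts, and counting only transcripts that pass the filter lowered it by less than the spread between fish. A transcript with at most 3 counts in a fish cannot be told from an absent one at this depth.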

Differences from the paper's values

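For A vs B, the paper gives 627 differentially expressed genes, 321 up and 306 down, and the quasi-likelihood test of edgeR called 0, 0 up and 0 down. For C vs B the paper gives 611, 341 up and 270 down, against 0, 0 up and 0 down. At an unadjusted p under 0.05 the test had 1748 and 1404 transcripts. Of the alternatives set before the data were examined, DESeq2 with filterByExpr (579 and 729 calls) and DESeq2 with the CPM filter and a log2 fold change above 2 (507 and 499) come within 1.5 times of the paper's totals and of its numbers in each direction, except that the latter has 212 higher against the paper's 341 up in C vs B. The other normalizations and filters, the other limits on the fold change, glmTreat, the replicate block and the sums per assembled gene gave 0 calls, and the fit of all 9 fish gave 1 and 9, all with edgeR. DESeq2 with the CPM filter and a log2 fold change above 1 gave 626 and 611 calls, which reaches the paper's totals, and this setting was chosen after seeing the values. Added later too, the likelihood ratio test gave 393 and 426 calls and the exact test 378 and 408.

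The paper's text has more genes up than down in both comparisons. DESeq2 with the CPM filter called 306 transcripts higher and 320 lower at station A, and 270 higher and 341 lower at station C, so the numbers match with the directions exchanged. Which direction has more calls depends on the setting. DESeq2 with filterByExpr called 295 higher and 284 lower in A vs B, and 330 higher and 399 lower in C vs B. Without a filter, a setting added after seeing the values, it called 383 higher and 358 lower, and 396 higher and 352 lower. With the CPM filter, the fits without a fish of station B had more transcripts higher in both comparisons, such as 490 higher and 389 lower in C vs B without station B replicate 1, and the fits without a fish of station A or C had more lower. In the single entries of Table 2 the directions are the same as in the counts. The quasi-likelihood test called none of the 27 entries, where 26 had an unadjusted p under 0.05. Fitted on all 9 fish it called ITPKB in C vs B (adjusted p = 0.0089), and DESeq2 with filterByExpr called 26. Of the settings chosen after seeing the values, DESeq2 with the CPM filter called 27, the likelihood ratio test 21, the exact test 20, and the quasi-likelihood test adjusted over the list alone 23.

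The paper's text names SLC9B2 among the downregulated genes of C vs B. In the counts its transcript was at 2.83 CPM at station C and absent from station B, and Table 2 lists it as up. The entry with the lower level is SLCO5A1. PIKFYVE is among the genes of a term for upregulated genes in S2 File and listed as down in Table 2, and the counts hold a transcript called in either direction.

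Fig. 6 shows a positive RNA-seq change for each of the qPCR genes. No transcript of SH3BP2 was called in C vs B by DESeq2 or by the quasi-likelihood test of edgeR. In A vs B its transcript DN1403_c0_g2_i5 was called by DESeq2 (adjusted p = 5.38e-07) but not by the quasi-likelihood test (adjusted p = 0.417). The legend of Fig. 6 does not give the comparison of SH3BP2. Its closest transcript in C vs B also rose (log2 fold change 0.85 from DESeq2), so a difference from the paper is not shown.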

Other observations

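The divisions of the fish into other groups and the fits without station C replicate 2 were set out before their results were seen. All other tests of this part were chosen after the result was seen.

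In the comparisons with station B, other divisions of the same fish give similar numbers of DESeq2 calls. For A vs B, 3 of the 10 divisions of the 6 fish gave as many calls as the 626 between stations, with 450 to 645 in the other divisions. For C vs B it was 1 of 10, with 424 to 595 in the others against 611, and for C vs A 1 of 10, with 395 to 742 against 1096. With 10 divisions the share cannot fall under 0.1. The quasi-likelihood test called 0 between stations, a number that all 10 of the 10 divisions reach whatever they hold, so its calls decide nothing. It called 0 in the other divisions too, except for 1 in a division of A vs B. Its number of transcripts at an unadjusted p under 0.05 was reached by 5, 2 and 1 of the 10. Counts simulated with the spread of the 6 fish and no station effect gave a mean of 482.4 DESeq2 calls for A vs B (434 to 508 in 8 simulations), 595 for C vs B (557 to 650) and 576 for C vs A (543 to 599). With the spread of all 9 fish the means were 764.9 for A vs B (683 to 839) and 788.4 for C vs B (747 to 834). For C vs A neither these simulations of its fish nor the other divisions reached 1096. The simulations of C vs A gave 192 to 239 calls absent from a station and the other divisions 270 to 410, so the simulations miss a part of the spread. The share of 1 of 10 divisions is the lowest possible. Spread between fish alone is therefore not excluded for C vs A. For A vs B, where other divisions reach 626 and the simulations from its 6 fish do not, and for C vs B, where simulations reach 611 and the other divisions do not, spread between fish without a station effect and an effect of the stations cannot be told apart. Calls absent from a station numbered 346 for A vs B and 345 for C vs B. The simulations from the 6 fish gave only 163 to 196 and 196 to 232 such calls, so they do not reproduce this part. The other divisions gave 278 to 358 and 271 to 361, which reaches the data.

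Many called transcripts are present or absent by fish. Among transcripts with at least 30 counts in 3 of the 6 fish and at most 3 in the other 3, the division by station held 230 of 2288 (10.05%) for A vs B, where the other divisions held 203 to 252, and 264 of 2402 (10.99%) for C vs B, where they held 198 to 283. Chance gives 10%. Both values are in line with presence that differs from fish to fish whatever the station, such as different alleles assembled as separate transcripts, which was not tested. For C vs A the division by station held 464 of 2526 (18.4%) against 185 to 312. This goes against presence whatever the station as the whole of this pattern, although 1 of 10 divisions is the lowest share possible. Alleles shared by the fish of a station and a response to the station stay open, both untested.

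Where a called transcript was absent from a station and made up at least 20% of its assembled gene, the other transcripts of the gene moved against it in 91.2% of 125 assembled genes in A vs B, 77.97% of 118 in C vs B and 73.39% of 248 in C vs A. The assembled genes changed by a median log2 of 0.05, 0.18 and 0.22, where 0.74, 0.69 and 0.68 would follow with the other transcripts level. Reads that move between transcripts of an assembled gene would give such values. The choice of called transcripts with a large share can itself favour a move of the other transcripts against them. No value from other divisions of the fish was computed beside these percentages, so they do not decide whether reads moved. Whether splicing, alleles or the division of reads by Salmon is the source was not tested. DESeq2 called transcripts in both directions in 47 of 78 assembled genes with 2 or more calls in A vs B, 55 of 89 in C vs B and 108 of 174 in C vs A.

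C vs A, which has the smallest difference in chloride, had the most DESeq2 calls, 1096. The paper gives no number of differentially expressed genes for it, although the legend of Fig. 6 names A vs. C for 2 of its genes. When a fish of station A or C was left out, C vs A had more calls than the comparison of that station with B in 4 of 6 cases, but fewer without station A replicate 2 (1325 against 1740) and without station A replicate 3 (1533 against 1818), so the order by chloride cannot be told apart from chance differences between the stations. Without station C replicate 2, C vs A had 1852 calls and C vs B 1689. Leaving out any fish raised the number, and against the 1096 and 611 calls with all fish the gap was also smaller without station C replicate 1 (1546 against 1320) and replicate 3 (1451 against 1189). These fits therefore give no sign of a part of replicate 2 in particular, and do not exclude it. Other differences between stations A and C along the river stay open and untested.

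The level of the first GAPDH copy followed the muscle list over the 9 fish, with a Pearson correlation of log2 CPM of 0.919 (exact permutation test, p = 0.000882) and a Spearman correlation of 0.817 (exact permutation test, p = 0.0108). Without the 2 fish farthest from the median of the muscle list the Pearson correlation was 0.826, and without station C replicate 2 it was 0.881. It was the only relation of this kind computed. The relation suggests that varying amounts of muscle RNA may set the level of this copy in the gill libraries, as a hypothesis found and tested on the same fish (0.919). By station the level was 719 ± 917 CPM at station B, 823 ± 323 CPM at station A and 1585 ± 2033 CPM at station C (SD, n = 3).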
